# Expression Profiling of Differentiating Emerin-Null Myogenic Progenitor Identifies Molecular Pathways Implicated in Their Impaired Differentiation

**DOI:** 10.3390/cells6040038

**Published:** 2017-10-22

**Authors:** Ashvin Iyer, Adam J. Koch, James M. Holaska

**Keywords:** emerin, Emery-Dreifuss muscular dystrophy, myogenic differentiation, lamin

## Abstract

Mutations in the gene encoding emerin cause Emery-Dreifuss muscular dystrophy (EDMD), a disorder causing progressive skeletal muscle wasting, irregular heart rhythms and contractures of major tendons. RNA sequencing was performed on differentiating wildtype and emerin-null myogenic progenitors to identify molecular pathways implicated in EDMD, 340 genes were uniquely differentially expressed during the transition from day 0 to day 1 in wildtype cells. 1605 genes were uniquely expressed in emerin-null cells; 1706 genes were shared among both wildtype and emerin-null cells. One thousand and forty-seven transcripts showed differential expression during the transition from day 1 to day 2. Four hundred and thirty-one transcripts showed altered expression in both wildtype and emerin-null cells. Two hundred and ninety-five transcripts were differentially expressed only in emerin-null cells and 321 transcripts were differentially expressed only in wildtype cells. DAVID, STRING and Ingenuity Pathway Analysis identified pathways implicated in impaired emerin-null differentiation, including cell signaling, cell cycle checkpoints, integrin signaling, YAP/TAZ signaling, stem cell differentiation, and multiple muscle development and myogenic differentiation pathways. Functional enrichment analysis showed biological functions associated with the growth of muscle tissue and myogenesis of skeletal muscle were inhibited. The large number of differentially expressed transcripts upon differentiation induction suggests emerin functions during transcriptional reprograming of progenitors to committed myoblasts.

## 1. Introduction

Mutations in the gene encoding emerin cause X-linked Emery-Dreifuss muscular dystrophy (EDMD), an inherited disorder causing progressive skeletal muscle wasting, irregular heart rhythms, and contractures of major tendons [1,2,3,4]. The skeletal muscle wasting seen in EDMD is predicted to be caused by impaired differentiation of skeletal muscle stem cells and inefficient skeletal muscle regeneration. Skeletal muscle necrosis is rarely seen in EDMD patients; increased skeletal muscle fiber permeability is also rarely seen [5]. Severely affected EDMD patients show extensive fibrosis caused by the inability to properly regenerate and repair damaged skeletal muscle. Supporting this hypothesis, emerin-null mice exhibit delayed skeletal muscle regeneration and repair, motor coordination defects, and mild atrioventricular conduction defects [6,7]. Skeletal muscle biopsies from EDMD patients and emerin-null mice showed compensatory upregulation of skeletal muscle regeneration genes [6,8]. Further, emerin-null myogenic progenitors and emerin-downregulated C2C12 myoblasts exhibit impaired differentiation and myotube formation [9,10,11]. The coordinated temporal expression of important differentiation genes, including *MyoD*, *Myf5*, *Pax3* and *Pax7*, is disrupted in emerin-null myogenic progenitors [12] due to the inability of the genome to properly reorganize during differentiation [6,8,13]. These genomic organizational changes in emerin-null cells combined with the failure of the genome to properly reorganize during emerin-null myogenic differentiation supports the hypothesis that emerin-null myogenic progenitors fail to reprogram their transcriptome upon differentiation cues.

Emerin is a ubiquitously expressed integral inner nuclear membrane protein [14,15,16] with reported roles in nuclear structure, chromatin architecture, genomic organization, cell signaling, and gene expression [11,12,13,17,18,19,20,21,22,23,24]. Growing evidence supports a role for emerin in regulating the expression or activity of key components of signaling pathways important for myogenic differentiation. Wnt, IGF-1, TGF-β, and Notch signaling pathways are important for myogenic differentiation and muscle regeneration pathways, were disrupted in emerin-null myogenic progenitors [13,25,26,27,28,29,30,31]. The Wnt, IGF-1, TGF-β, and Notch pathways have well-established roles in maintaining satellite cell quiescence, satellite cell activation and myogenic differentiation after injury [32,33,34,35].

The JNK, p38 MAPK, ERK and NF-κB signaling pathways were also disrupted in emerin-downregulated myoblasts [36,37] and in emerin-null myogenic progenitors [13]. Proper temporal regulation of p38 MAPK signaling is necessary for myogenic differentiation [38,39,40]. The p38 MAPK pathway was activated in emerin-null myogenic progenitors [13]. The ERK pathway was upregulated in emerin-null cells, emerin-null myogenic progenitors and lamin-A R453W mutant cells, an EDMD2-causing lamin A mutation [13,36,37,41]. ERK inhibition rescued the differentiation of mouse emerin-null myogenic progenitor cells [11] and emerin-downregulated C2C12 myoblasts [10].

These previous studies support a model whereby disruption of myogenic signaling pathways in emerin-null and emerin or lamin mutant myoblasts is responsible for their impaired differentiation. Here we performed RNA sequencing at key transitional points during differentiation of wildtype or emerin-null myogenic progenitors to identify transcriptome-wide changes in gene expression. Bioinformatic approaches were then used to identify molecular pathways and networks implicated in the impaired differentiation of emerin-null myogenic progenitors. Interestingly, we identify the transition from cell cycle exit as a key transcriptional reprogramming step during myogenic differentiation that fails to occur in emerin-null myogenic progenitors.

## 2. Materials and Methods

### 2.1. Cell Culture

Wildtype and emerin-null H2K mouse myogenic progenitors were a generous gift from Tatiana Cohen and Terry Partridge (Children’s National Medical Center, Washington, DC, USA) and were isolated as previously described [13]. Proliferating H2Ks were grown and differentiated as previously described [12]. Proliferating myogenic progenitors were grown in proliferative media consisting of complete high-glucose DMEM (Invitrogen, Carlsbad, CA, USA) supplemented with 20% heat-inactivated FBS (Invitrogen), 2% chick embryo extract (Accurate Chemical), 2% l-glutamine (Invitrogen), 1% penicillin–streptomycin (Invitrogen) and 20 units/mL γ-interferon (Millipore, Burlington, MA). Proliferating cells were plated on gelatin at a density of approximately 650 cells/cm^2^ and grown at 33 °C and 10% CO_2_. Differentiating cells were plated on gelatin at a density of 25,000 cells/cm^2^ in proliferative conditions for 24 h (Day 0), then switched to differentiation media consisting of DMEM supplemented with 5% horse serum (Invitrogen) and 2% l-glutamine, and grown at 37 °C and 5% CO_2_. Cells between passages 5 and 8 were used for all analyses.

### 2.2. RNA-seq

Total RNA was isolated from 2 million wildtype or emerin-null H2Ks at each day of differentiation using the miRNeasy Mini Kit (Qiagen, Germantown, MD, USA, product #217004) and processed according to manufacturer’s protocol. RNA was isolated from three independent cell culture plates for each sample. The University of Chicago Functional Genomics Facility performed library construction and sequencing using the Illumina HiScan-SQ. Quality control of raw sequence was performed with FastQC and reads were mapped to the mouse genome (mm10) with Tophat following established protocols [42]. Differential expression analysis was done using Cuffdiff according to established protocols [43]. Transcripts were considered to be significantly differentially expressed if the *q*-value <0.05. The *q*-value is a *p*-value corrected for the False Discovery Rate (FDR) and represents the standard in the field for determining significance. All differentially expressed transcripts were also >1.5-fold increased or decreased.

### 2.3. Pathway Analysis

Selected gene lists (e.g., day 0 vs. day 1) were submitted to the STRING protein interaction database (http://string-db.org/) or the DAVID gene ontology database (http://david.abcc.ncifcrf.gov/). For Ingenuity Pathway Analysis differentially expressed transcripts obtained from RNA sequencing Analysis of proliferating and differentiating (0 h, 24 h and 48 h) wildtype and emerin-null cells were functionally analyzed based on the Ingenuity pathway analysis (IPA) software. This software is based on computer algorithms that analyze the functional connectivity of the genes from information obtained within the IPA database. The “core analysis” function feature in the software was used to interpret the differentially expressed data, which included biological processes, canonical pathways, upstream transcriptional regulators, and gene networks. Gene lists containing differentially expressed genes in the form of log2 expression values from each observation time point for both cell lines was uploaded and analyzed individually. Each eligible gene identifier was then mapped to its corresponding gene object in the Ingenuity Pathway Knowledge Base. The default background settings with no data cut-off filter in the log2 expression values was used for all analysis. Causal network analysis, which is a part of the Advanced Analytics package of IPA, was not utilized for our analysis. Biological Functions and canonical pathways with *p*-value < 0.05 (Fischer’s exact test) were considered to be statistically significant. This calculates the probability that the assigned biological functions and pathways were not due to random chance. The activation *Z*-score was calculated to predict activation or inhibition of transcriptional regulators based on published findings accessible through the Ingenuity knowledge base. Regulators with *Z*-score greater than 2 or less than −2 were considered to be significantly activated or inhibited.

### 2.4. EdU Incorporation and Immunofluorescence Microscopy

Wildtype and emerin-null cells were grown on glass coverslips coated with gelatin and collected at each day of myogenic differentiation. Proliferating or differentiating myogenic progenitors were treated with 10 µM EdU in DMSO and incubated for two hours. The cells were then fixed with 3.7% formaldehyde in PBS for 15 min, washed three times with PBS, and stored at 4 °C with 0.1% sodium azide in PBS until cells were processed per manufacturer instructions (ThermoFisher Scientific, Waltham, MA, USA). The cells were permeabilized in 0.5% Triton in PBS for 20 min, washed 3 times with 3% BSA in PBS and treated with a Click-IT EdU reaction cocktail. Cells were blocked for one hour at room temperature with 3% BSA in PBS containing 0.1% Triton. Nuclei were stained with DAPI and the cells were stored in PBS with 0.1% sodium azide.

Cells were viewed on a Zeiss Axioskop microscope and images were acquired using a QImaging Retiga EXI camera controlled by iVision (BioVision Technologies, Exton, PA, USA) software running on an iMac. Multiple sections of each well were used to obtain images. Each field had approximately 100–200 cells per field and a total of 1000–2000 nuclei were analyzed for each experiment. Nuclei and cells were counted using ImageJ. There were three wells for each treatment in a given experiment for each biological replicate; at least three biological replicates were performed for each treatment. The total number of EdU-positive cells was divided by the total number of nuclei in an image to yield the percentage of cells in S-phase to determine cell cycle exit.

### 2.5. qPCR

Total RNA was prepared as above and cDNA was generated from RNA using MMLV Reverse Transcriptase (Invitrogen, product # 28025013) per manufacturer instructions for individual qPCRs. qPCR was performed using a combination of individual primer sets (see Table 1 for primer sequences) and SYBR GreenER qPCR SuperMix (Invitrogen, product #11761-500). Relative expression was determined by comparing each experimental to the housekeeping genes GAPDH or Oaz1, as previously described [13].

### 2.6. Data Sharing Statement

RNA sequencing data is available through the NCBI Gene Expression Omnibus (Accession number GSE104560).

## 3. Results

### 3.1. Emerin-Null Myogenic Progenitor Cells Display Impaired Myogenic Differentiation

Emerin-null myogenic progenitors were plated at high-density and differentiation was induced by serum withdrawal. Three assays were used to monitor myogenic differentiation: cell cycle exit, myosin heavy chain (MyHC) expression, and cell fusion into myotubes. Incorporation of EdU into DNA of proliferating cells was used to measure the percent of cells in the cell cycle. Emerin-null myogenic progenitor cells had delayed cell cycle withdrawal, as, after 24 h, 19.7% of myogenic progenitors were still cycling compared to 3.6% of wildtype progenitors (*p* = 0.003; Figure 1A,B), consistent with previous studies [11]. These previous studies also showed that expression of myosin heavy chain and myotube formation was significantly impaired.

### 3.2. Emerin-Null Myogenic Progenitor Cells Show Extensive Transcriptional Changes Compared to Wildtype Cells at Each Day of Myogenic Differentiation

To identify putative genes or molecular pathways responsible for the impaired differentiation of emerin-null myogenic progenitors, high-throughput RNA sequencing (RNAseq) was done on differentiating wildtype and emerin-null H2K myogenic progenitors. 

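RNA was sequenced from 12 samples, 1 for each of 2 genotypes at each of 6 stages: proliferating progenitors and days 0, 1, 2, 3 and 4 of differentiation. H2K progenitors are mouse myoblasts with a temperature-sensitive immortalizing antigen under an interferon-inducible promoter, so they divide in interferon-γ and form myotubes once interferon-γ and serum are withdrawn. Proliferating and day 0 cells were kept in interferon-γ at 20 units per ml, and days 1 to 4 fell after 24, 48, 72 and 96 h without it. Cells were plated at 650 per cm2 for growth and at 25000 per cm2 for differentiation. According to the paper each sample was made from 3 plates, and the authors' tables give 1 pooled value per genotype and stage, so the spread between replicates enters only as far as it is part of the authors' test statistic and cannot be set beside a difference here. The authors checked the reads with FastQC, aligned them to the mouse genome (mm10) with TopHat and compared emerin-null with wildtype progenitors at each stage with Cuffdiff, in versions not given in the sources used here. Each of the 6 Cuffdiff tables holds values read here as FPKM (fragments mapped to a transcript, scaled by its length and by all mapped fragments) of both genotypes, a log2 fold, a test statistic, a p and a q. The fold of every transcript was recomputed as emerin-null over wildtype, and its standard error (SE) was taken as the log2 fold divided by the test statistic. A transcript was counted as differentially expressed at a q below 0.05 and a change of more than 1.5-fold, the paper's thresholds. Transcripts counted this way are entries of the tables. An assembled gene has 1 entry for each gene name of its locus, all with the same test. Single genes are described only where the locus of the table names no other gene, because a joined locus gives all its genes the same value. Groups of genes were taken from 39 lists fixed before the data were examined, and the median log2 fold of the members with an FPKM of at least 1 was set against 10000 random lists of genes of like expression. For each transition between stages, the change in each genotype was taken from FPKM plus 0.1 across 2 tables that were assembled and normalized separately, so the entry that stands for a gene can differ between stages, and such a change within a genotype was not tested here. The difference between both genotypes' changes was tested from the SEs of both stages by a 2-sided normal test with Benjamini-Hochberg adjustment over all genes tested. For a list, the difference given is the median of its genes' differences. It need not equal the difference of both genotypes' medians and can have the opposite sign.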

RNAseq was done on proliferating myogenic progenitors and every day during differentiation for four days, at which time wildtype progenitors formed mature myotubes. These time points were chosen because they represent key transitions during myogenic differentiation: cell cycle withdrawal (day 0), differentiation commitment (day 1), myocyte fusion (days 2–3), myotube maturation (day 3) and mature myotube formation (day 4). RNA was isolated from 2 million wildtype or emerin-null cells for each time point and three biological replicates were done for each time point. RNA was sequenced on the Illumina HiScan-SQ. Sequencing data is available through the NCBI Gene Expression Omnibus (Accession number GSE104560).

Each day of emerin-null myogenic progenitor differentiation was compared to wildtype differentiation to obtain gene expression changes in emerin-null progenitors at each static differentiation step. Transcripts were considered to be significantly differentially expressed if the *q*-value <0.05. 

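Emd, the gene of emerin, lies on chromosome X from 74254687 to 74261548 in mm10 (GRCm38) and was lower in emerin-null progenitors at all 6 stages. Its FPKM was 14.9 in wildtype and 0.810 in emerin-null progenitors while proliferating, 62.1 and 0.0859 at day 0, 6.97 and 0.769 at day 1, 13.6 and 3.10 at day 2, 5.99 and 0.0418 at day 3, and 31.8 and 0.0735 at day 4. Other Emd entries were at 50.9 and 0 at day 1 and at 29.6 and 0.0421 at day 3, so the wildtype values do not follow 1 entry through the stages. In proliferating cells 342 transcripts were higher and 314 lower in emerin-null progenitors. The largest increases in genes alone at their locus included Lbx1, a homeobox factor of migrating limb muscle precursors (FPKM 0.303 in wildtype and 11.0 in emerin-null progenitors), Six2, another homeobox factor (0.674 and 7.22), and Myo7a, an unconventional myosin (0.0514 and 6.69). Ptgis, the prostacyclin synthase, was also higher (5.47 and 46.0), as were Gpnmb, a membrane glycoprotein (5.84 and 50.7), and Igfbp2, a binding protein of insulin-like growth factors (7.66 and 63.6). The largest decreases included Ifi202b, an interferon-inducible gene (57.9 and 0.294), Ankrd2, a stretch-responsive ankyrin-repeat protein of muscle (36.3 and 0.816), Efemp1, a fibulin of the extracellular matrix (8.48 and 0.495), F11r, a tight junction adhesion molecule (19.2 and 1.25), and the chemokine Cxcl14 (26.4 and 3.68). Of 23 measured transcription factors of the muscle lineage, 2 were higher and 0 lower (3 higher when adjusted over the list alone): Pax7, the factor of satellite cells, had a log2 fold of 1.27 (SE 0.31, q = 0.00343 in the authors' deposited table), and Myf5, an early determination factor, one of 1.31 (SE 0.34, q = 0.00706 in the authors' deposited table). Myod1, the determination factor of the lineage, was at 349 in wildtype and 351 in emerin-null progenitors. Of 47 extracellular matrix genes, 5 were higher and 0 lower (6 and 1 when adjusted over the list alone), with log2 folds of 1.75, 1.88 and 1.77 for the chains of type VI collagen Col6a1, Col6a2 and Col6a3 and 2.07 for Loxl1, which crosslinks elastin. Markers of smooth muscle and pericytes moved with the matrix genes, as 4 of 11 were higher and 0 lower (4 higher when adjusted over the list alone), with a median log2 fold of 0.29 (-0.23 to 0.21 for random lists). Of 7 measured neural and glial markers, 0 were higher and 3 lower (3 lower when adjusted over the list alone), among them Stmn2 (log2 fold -2.70), Nefl (-2.49) and Nefm (-1.31).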

656 differentially expressed (DE) transcripts were seen in proliferating emerin-null myogenic progenitors. 

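At day 0 the contractile genes of muscle were lower in emerin-null than in wildtype progenitors. Of 41 measured sarcomere genes, 0 were higher and 9 lower (0 and 16 when adjusted over the list alone), and the median log2 fold was -0.60, against a central 95% of random lists from -0.10 to 0.05. Myh3, the embryonic myosin heavy chain, had an FPKM of 378 in wildtype and 175 in emerin-null progenitors (log2 fold -1.12, SE 0.33, q = 0.0239 in the authors' deposited table). Tnnc2, the fast troponin C, was at 278 and 143, Mybpc1, the slow myosin-binding protein C, at 14.6 and 4.81, and Ankrd2 at 34.1 and 0.427. Of 24 genes of excitation and calcium handling, 0 were higher and 3 lower (4 lower when adjusted over the list alone), among them Cacna1s, the pore of the muscle calcium channel (log2 fold -1.04), and Casq2, the calcium store protein (-0.81). Of 12 genes of muscle energy metabolism, 0 were higher and 2 lower (3 lower when adjusted over the list alone), and Ckm, the muscle creatine kinase, was at 28.1 and 13.5. A list of histone and mitochondrial messages and noncoding RNAs, labelled long-lived RNA classes here, moved the same way at day 0. Its median log2 fold was -0.79 (-0.27 to 0.19 for random lists), and the ribosomal precursor Rn45s, a member of that list, had a log2 fold of -1.17. The name is a label only, as neither the lifetime of these RNAs nor the RNA content of the cells was measured. Of 42 extracellular matrix genes, 3 were higher and 8 lower at day 0 (3 and 9 when adjusted over the list alone), with Col1a1, a chain of type I collagen, at 22.7 and 4.97 and the protease Adamts5 at 8.39 and 1.74. At day 1 the largest increases included Cdkn1c, an inhibitor of cyclin-dependent kinases, at 173 in wildtype and 1169 in emerin-null progenitors (log2 fold 2.76, SE 0.53, q = 6.8e-05 in the authors' deposited table), Tbx1, a factor of branchial muscle (1.58 and 10.4), and Pax7 (1.07 and 5.58). The largest decreases at day 1 included the netrin receptor Unc5c (5.63 and 0.814) and Ankrd2 (263 and 15.5). Of 35 genes of the interferon response, 0 were higher and 2 lower at day 1 (1 and 9 when adjusted over the list alone), with a median log2 fold of -0.54 against -0.14 to 0.05 for random lists. Cxcl9, an interferon-induced chemokine, had a log2 fold of -2.57 and Oas1a, an antiviral synthetase, one of -2.12. The long-lived RNA classes were lower at day 1 too, with a median of -0.60 (-0.28 to 0.17), and Rn45s had a log2 fold of -1.90. At days 2, 3 and 4 the higher transcripts outnumbered the lower ones, at 285 against 96, 461 against 166 and 622 against 148.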

During differentiation of emerin-null progenitors, 891 transcripts were differentially expressed at day 0, 219 transcripts were differentially expressed at day 1, 381 transcripts were differentially expressed at day 2, 627 transcripts were differentially expressed at day 3 and 770 transcripts were differentially expressed at day 4 (Figure 2A). 

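Emd, Pax7, Col1a1 and the other genes described one at a time belong to the genes that stand alone at their locus in the Cuffdiff tables. There were 8734 such genes in proliferating cells, 8707 at day 0, 8672 at day 1, 8638 at day 2, 8636 at day 3 and 8770 at day 4. With an FPKM of at least 1 in a genotype, 7606, 7628, 7484, 7387, 7358 and 7483 of them were expressed at these stages. The 6 tables list between 28636 and 29731 transcripts, with a mean of 29377.2 and an SD of 422.99 over the 6 stages. Gapdh, the glycolytic enzyme used as a qPCR reference, and Rb1, the retinoblastoma protein, lie at loci joined with other genes, and Oaz1, the other qPCR reference, is not listed. Of the measured housekeeping genes, 0 were higher and 0 lower of 8 in proliferating cells and 1 higher and 1 lower of 12 at day 4 (1 and 1 when adjusted over the list alone), where Actb, the cytoplasmic actin, was at 113 in wildtype and 237 in emerin-null progenitors and Tfrc, the transferrin receptor, had a log2 fold of -0.92. The median log2 fold of all expressed genes was -0.01 in proliferating cells, -0.05 at day 1 and 0.06 at day 4. The number of reads per sample cannot be read from FPKM, so the depth behind these values is unknown.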

The average number of transcripts identified in each comparison was 29,377 ± 423.

### 3.3. Emerin-Null and Wildtype Myogenic Progenitors Diverge Extensively in Transcript Expression During the Transitions from Days 0–2 of Myogenic Differentiation

To better understand how the gene expression program changed at each major transition during differentiation, the transcriptome of wildtype or emerin-null myogenic progenitors from each day of differentiation was compared to the previous day. Transcripts were considered to be significantly differentially expressed if the *q*-value <0.05. It was expected that the expression of a large number of genes would change during differentiation and that failure in the activation or repression of selected transcripts would occur in emerin-null progenitors to cause impaired differentiation. Very few changes in expression were seen upon plating wildtype progenitors at high-density for differentiation, as only sixteen transcripts were differentially expressed (Day 0, Figure 2B). Cell cycle withdrawal initiated the greatest gene expression changes, as 2046 transcripts were differentially expressed between day 0 and day 1 during wildtype progenitor differentiation. The transition to committed myocytes caused 752 genes to be differentially expressed. Myotube formation and maturation resulted in 133 and 24 transcripts to be differentially expressed, respectively. Thus, the biggest transcriptional changes in wildtype myogenic progenitor differentiation occur upon differentiation induction and cell cycle withdrawal. 

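In wildtype progenitors the genes of cell division were lower and the genes of muscle contraction higher at days 1 and 2 than at day 0, and the broadest shifts lay between these days. From day 0 to day 1, 915 of 7154 genes were at least 2-fold lower and 769 at least 2-fold higher, and from day 1 to day 2, 1138 of 7085 were lower and 453 higher. In the other transitions 634 genes moved at least 2-fold on plating, 852 from day 2 to day 3 and 645 from day 3 to day 4. Mki67, a marker of cycling cells, had an FPKM of 60.4 at day 0, 12.3 at day 1 and 0.228 at day 2, and Myog, a factor of terminal differentiation chosen after its values were seen, of 198, 1370.2 and 731. Myod1 was at 146 at day 0, 342 at day 1 and 79.8 at day 2. Other Myod1 entries in wildtype were at 17.2 at day 0 and 191 at day 2, so the size of its changes depends on the entry. Of 33 sarcomere genes, 25 were at least 2-fold higher at day 1 than at day 0, with a median log2 change of 1.33. Of 18 genes of cholesterol synthesis, 16 were at least 2-fold higher at day 1, with a median of 1.63 in wildtype and 1.40 in emerin-null progenitors. The interferon-induced genes had a median of -0.92 over the same step, which is also the step at which interferon-γ was withdrawn. The separately normalized tables shift the whole distribution from day 1 to day 2, where the median change of all genes was -0.25 in wildtype and -0.17 in emerin-null progenitors as deposited and -0.03 and -0.01 after median-ratio scaling. With that scaling the share of the 2-fold genes that were higher at day 2 was 44.7% in wildtype progenitors, and with upper-quartile scaling 40.6%, against 28.5% as deposited. From its own counts of transcripts at a q below 0.05 between consecutive stages, which are not the 2-fold counts given here, the paper concludes that the largest changes in wildtype differentiation come with its induction and cell cycle withdrawal.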

There were an average of 29,261 ± 368 transcripts identified for each comparison.

Differentiating emerin-null myogenic progenitors had a greater number of differentially expressed transcripts at all transitions. 

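The genes that moved in emerin-null progenitors were largely those that moved in wildtype progenitors. Across genes, the log2 changes of both genotypes had a correlation of 0.944 from day 0 to day 1 and 0.937 from day 1 to day 2, with the reservation that genes are not independent replicates. At each stage both genotypes share the entry of a gene. A switch of entry between stages therefore moves both together and can raise the correlation and the number of genes that move in both. In emerin-null progenitors 692 genes moved at least 2-fold on plating, 1861 from day 0 to day 1, 1408 from day 1 to day 2, 764 from day 2 to day 3 and 696 from day 3 to day 4. On plating, the sarcomere genes had a median log2 change of -0.12 in wildtype and -0.71 in emerin-null progenitors, and the extracellular matrix genes of 0.22 and -0.41. The differences between the genotypes, -0.56 and -0.46, lay below the central 95% of random lists (-0.08 to 0.06 and -0.10 to 0.06). The long-lived RNA classes had a difference of -0.93 over the same step (-0.26 to 0.16). Col1a1 went from 19.0 to 22.7 FPKM in wildtype and from 16.4 to 4.97 in emerin-null progenitors, a difference in log2 change of -1.97 (SE 0.42, adjusted p = 0.00191 from the SEs of the authors' Cuffdiff statistic). Myl1, a fast myosin light chain, went from 59.7 to 5.74 and from 329 to 3.16, and Nefl, a neurofilament, had a difference of 2.56. With the Myl1 entries of highest FPKM the difference was -0.32 and did not pass. After day 2 the extracellular matrix genes again separated the genotypes, with median changes from day 2 to day 3 of -0.63 in wildtype and -0.21 in emerin-null progenitors and from day 3 to day 4 of -0.18 and 0.21.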

382 transcripts were differentially expressed upon plating proliferating emerin-null myogenic progenitors at high-density (Figure 2B; day 0). 3,426 transcripts were differentially expressed upon the transition of emerin-null cells from day 0 to day 1 (cell-cycle withdrawal). The transition to myocyte commitment during emerin-null progenitor differentiation caused 709 transcripts to be differentially expressed in emerin-null progenitors (Figure 2B; day 1 to day 2). Few differentially expressed transcripts were seen during emerin-null myotube formation and maturation, as 32 transcripts and 7 transcripts were differentially expressed from day 2 to day 3 and day 3 to day 4, respectively (Figure 2B). There were an average of 29,337 ± 629 transcripts identified in each comparison. All differentially expressed transcripts had *q*-value <0.05.

The goal of these studies was to determine how the coordinated temporal gene expression program was altered in emerin-null myogenic progenitors as compared to wildtype progenitors to cause impaired differentiation. To follow the differentially expressed transcript expression throughout differentiation the data was plotted as heat map (Figure 3A). Some of the transcripts differentially expressed in emerin-null cells compared to wildtype cells remain constant throughout differentiation. 

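Of the genes alone at their locus, 47 were differentially expressed in the same direction at all 6 stages, 38 of them higher and 9 lower in emerin-null progenitors. The 10 with the largest median log2 fold over the stages were Ptprm, a receptor phosphatase of cell adhesion (6.03), Lbx1 (5.71), Emd (-5.68), the folate receptor Folr1 (5.50), Klhl29, of the kelch family (5.37), Aff2, an X-linked nuclear protein (5.35), Dbc1 (5.04), Myo7a (4.92), Ankrd2 (-4.72) and Six2 (4.44). Pax7 was also among the 47, with an FPKM of 1.32 in wildtype and 4.36 in emerin-null progenitors at day 0, 0.420 and 3.17 at day 2 and 0.186 and 2.31 at day 4. Igfbp2, Cdkn1c and Grb10, an adaptor that restrains insulin signaling, were higher at every stage, with log2 folds at day 4 of 3.24, 2.65 and 2.43. The imprinted genes, which are expressed from the copy of a single parent, were higher as a group: 3 of 16 in proliferating cells, 6 of 18 at day 0, 4 of 17 at day 1, 5 of 16 at day 2, 8 of 17 at day 3 and 6 of 17 at day 4 were higher and none was lower (9 higher at day 0 and 10 higher and 1 lower at day 3 when adjusted over the list alone). Rian, a noncoding RNA of an imprinted cluster, was at 1.52 and 18.7 at day 3, and Meg3, of the same cluster, had log2 folds of 3.62 at day 3 and 4.27 at day 4. In all, 1127 genes were differentially expressed at 1 stage or more and 541 at 2 or more, and 17 were higher at one stage and lower at another. Each genotype is a single cell line, so a difference held at every stage is a difference between both lines.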

After one day of differentiation there is a significant compression in the number of differentially expressed transcripts (Figure 2A and Figure 3A), revealing a significant and unique complement of primarily upregulated transcripts (Figure 2A and Figure 3A) during emerin-null differentiation. This agrees with growing evidence that the nuclear envelope is a generally repressive domain, with the loss of an INM protein, such as emerin, expected to be associated with loss of repression for a subset of genes in the domain, and suggests that emerin-null cells accumulate expression differences from their wildtype counterparts as they move further into differentiation.

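Between day 0 and day 1 the number of differentially expressed genes alone at their locus went from 543 to 143, and from day 1 it went to 229, 375 and 526 at days 2, 3 and 4. At day 1, 75 of the 143 were higher in emerin-null progenitors, and over all transcripts 102 were higher and 117 lower, so that 46.6% were higher. Which side held the majority at day 1 turned with the counting, as 53.5% were higher at a q below 0.01 and 52.0% among assembled genes. Over all transcripts the share was 74.8% at day 2, 73.5% at day 3 and 80.8% at day 4. The genes that remained at day 1 were largely those of day 0: of the higher genes tested at both stages 60 were shared, against 1.86 for independent lists, and of the lower genes 59 were shared, against 2.38. Lbx1 had a log2 fold of 4.73 at day 0 and 6.46 at day 1, Six2 of 4.08 and 4.59, and Efemp1 of -5.09 and -4.56. The sarcomere genes, whose median log2 fold had been lowest at day 0, had a median of -0.06 at day 1, with 0 higher and 2 lower of 39 (1 and 3 when adjusted over the list alone). Tnnc2 was at 685 FPKM in wildtype and 665 in emerin-null progenitors at day 1, and Ckm at 178 and 163. Without regard to the SE, 459 genes with an FPKM of at least 5 differed by more than 1.5-fold at day 0 and 421 at day 1. Larger SEs carry more genes past 1.5-fold by noise, so this count cannot show that true differences were as many at day 1. The median SE of genes with an FPKM of at least 10 was 0.216 at day 0 and 0.358 at day 1, and with SEs scaled to those of day 0, 1217 transcripts passed at day 1. Such scaling raises counts by construction, and it gave 1131 in proliferating cells and 1322, 1150 and 1875 at days 2 to 4. From the smaller set at day 1 and the higher transcripts after it, the paper proposes that loss of emerin releases repression and that differences accumulate as differentiation proceeds.

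**Figure D1:**
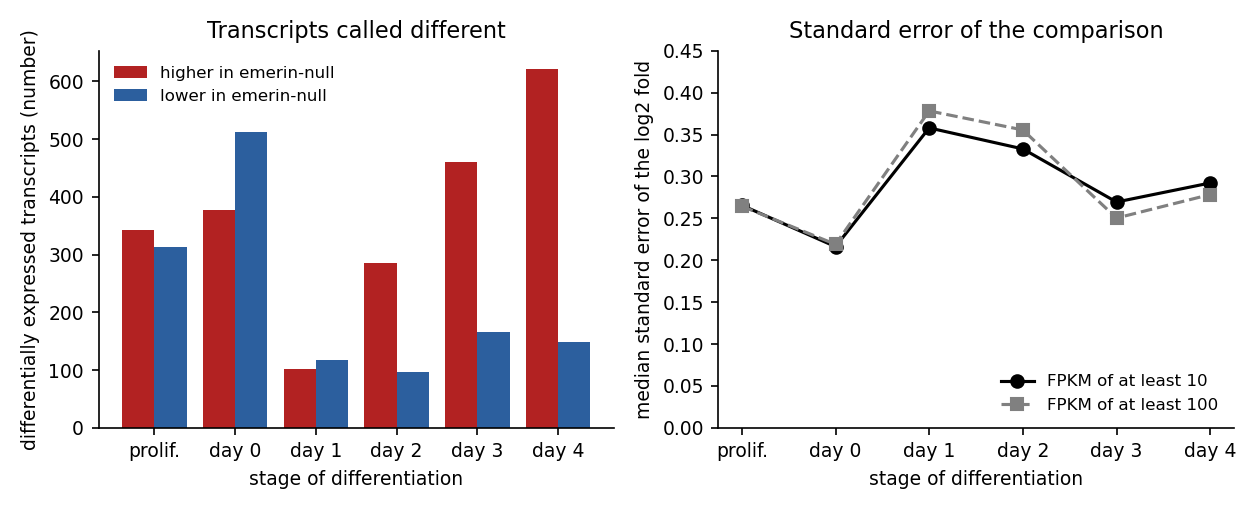
Left, number of differentially expressed transcripts (y axis) at each stage (x axis), higher (red bars) and lower (blue bars) in emerin-null progenitors. Right, median SE of the log2 fold at each stage for genes with an FPKM of at least 10 (black circles) and 100 (grey squares); the count is smallest at day 1, where the median SE at an FPKM of at least 10 is 0.358.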

We predicted a more powerful analysis would be the comparison of transcripts differentially expressed at important differentiation transitions during differentiation of emerin-null and wildtype progenitors. We anticipated this analysis would yield insight into the genes involved in the inability of emerin-null progenitors to properly differentiate. To identify transcripts that were differentially expressed only in differentiating wildtype or emerin-null progenitors at each transition point, the differentially expressed genes between each day and the preceding day were determined for either wildtype or emerin-null differentiating progenitors. The results were then plotted as a heat map (Figure 3B), in which changes in transcript expression could be easily seen throughout differentiation. Importantly, this also showed there were many transcripts that were aberrantly expressed at specific transitions during emerin-null myogenic differentiation. It was these gene expression differences that are likely important for the impaired differentiation of emerin-null myogenic progenitors. For example, transcripts that are differentially expressed during wildtype differentiation between day 0 and day 1 of differentiation are identified. Differentially expressed transcripts were then identified during the transition from differentiation day 0 to day 1 in emerin-null cells. These two datasets were then compared to each other to determine the genes that are uniquely differentially expressed in wildtype cells or emerin-null cells during the transition from day 0 to day 1 of differentiation (Figure 4A). This approach showed a large number of transcripts were differentially expressed between day 0 and day 2 of emerin-null and wildtype progenitor differentiation (Figure 2B and Figure 3B), as expected, since this is when the differentiation program is initiated. 

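From day 0 to day 1 most genes of the cell cycle and of muscle moved in the same direction in wildtype and emerin-null progenitors, and 6 of 7143 genes had a change that differed between the genotypes at an adjusted p below 0.05. Capn6, a calpain-like protein that stabilizes microtubules, was at 5.01 FPKM at day 0 and 5.18 at day 1 in wildtype and at 2.70 and 15.5 in emerin-null progenitors, a difference in log2 change of 2.47 (SE 0.47, adjusted p = 3.3e-04 from the SEs of the authors' Cuffdiff statistic). Ptprf, a receptor phosphatase, was higher at day 1 by more in emerin-null progenitors (a difference of 2.44), and Ptn, the growth factor pleiotrophin, and Thbs2, a thrombospondin of the matrix, were lower at day 1 in wildtype and higher in emerin-null progenitors (2.05 and 1.77). Camk2b, a calcium-dependent kinase, was at 1.34 and 4.82 in wildtype and 10.4 and 2.58 in emerin-null progenitors, a difference of -3.86 (adjusted p = 3.3e-04 from the SEs of the authors' Cuffdiff statistic). Emd itself was the remaining gene, and its difference depends on which of 2 entries stands for it at day 1, as the other is at 0 in emerin-null progenitors and gives no fold. Of 33 gene lists compared over this step, 10 had a median difference above and 6 below the central 95% of random lists. The widest gaps were those of the sarcomere genes (0.50, more of an increase in emerin-null progenitors), of muscle energy metabolism (0.49) and of the interferon response (-0.36). On plating 20 genes had a change that differed, from day 1 to day 2 there were 2, from day 2 to day 3 there were 9 and from day 3 to day 4 there were 2. In data simulated with these SEs, 67 genes were given a log2 difference of 1, 67 one of 2 and 66 one of 3. From day 0 to day 1, 13.4% of those given 1 and 62.7% of those given 2 were recovered, so most differences of the smaller size would be missed. So many changed genes loosen the adjustment, and with as few as passed here the recovery would be lower.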

Most changes in transcript expression between wildtype and emerin-null progenitors occurred during the transition from day 0 to day 1 of differentiation (Figure 3B), which is when the myogenic progenitors exit the cell cycle. 

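The genes shared by both genotypes from day 0 to day 1 include those of cell division and of muscle. Of 7154 genes compared, 1429 moved at least 2-fold in the same direction in both genotypes, 254 did so in wildtype progenitors alone, 431 in emerin-null progenitors alone and 1 moved in opposite directions. Wee1, a kinase that holds back mitosis, was at 16.9 FPKM at day 0 and 2.58 at day 1 in wildtype and at 17.7 and 2.39 in emerin-null progenitors. Espl1, the separase that splits sister chromatids, was at 10.4 and 3.51 in wildtype and 10.7 and 4.68 in emerin-null progenitors. Mylpf, a fast myosin light chain, was at 1042 and 2969.7 and at 641 and 2531, and the calpain Capn3 at 0.0998 and 14.0 and at 0.0367 and 15.8. These genes moved at least 2-fold in both genotypes, whereas Cacna1s, at 24.9 and 27.9 in wildtype and 12.2 and 25.6 in emerin-null progenitors, passed 2-fold in the emerin-null cells alone. A gene counted in a single genotype lay past 2-fold there and short of it in the other, which is not a test of the difference between them.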

3651 transcripts were differentially expressed during wildtype and emerin-null differentiation days 0 and 1, with 1706 transcripts altered in both wildtype and emerin-null progenitors (Figure 4A; *q*-value < 0.05). 1605 transcripts were differentially expressed only in emerin-null progenitors; 340 transcripts were differentially expressed in wildtype progenitors. This transition coincides with cell cycle exit, suggesting the failure of emerin-null progenitors is caused by failure in transcriptional reprogramming at this crucial transition state. 1047 transcripts showed altered expression during the transition from day 1 to day 2 of myogenic differentiation (Figure 4B; *q*-value < 0.05). 431 transcripts showed altered expression in both wildtype and emerin-null cells. 

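From day 1 to day 2 the cell cycle genes set the genotypes apart. Pttg1, the securin that keeps sister chromatids joined, was at 53.1 FPKM at day 1 and 6.10 at day 2 in wildtype and at 23.3 and 24.6 in emerin-null progenitors, a difference in log2 change of 3.20 (SE 0.61, adjusted p = 0.00104 from the SEs of the authors' Cuffdiff statistic). Mki67 was at 12.3 and 0.228 in wildtype and 15.8 and 2.62 in emerin-null progenitors, a difference of 3.16 (SE 0.62, adjusted p = 0.00106 from the SEs of the authors' Cuffdiff statistic). These were the only 2 of 7073 genes that passed, and with the Mki67 entry of highest FPKM its difference, 3.25, did not pass. Of the same genes, 79, or 1.12%, had an unadjusted p below 0.05 from the same SEs, fewer than the 5% such a test would give by chance if these SEs matched the noise. Of 7085 genes, 1163 moved at least 2-fold in the same direction in both genotypes, 426 in wildtype progenitors alone, 243 in emerin-null progenitors alone and 2 in opposite directions. Of the genes that moved, 914 were lower and 494 higher at day 2 in emerin-null progenitors (35.1% higher), and 675 and 615 after median-ratio scaling (47.7%). In the simulated data 56.7% of the 67 genes given a log2 difference of 2 were recovered at this step, the lowest share of the 5 transitions. Those data held far more changed genes than the 2 that passed here, which loosens the adjustment, so the share overstates the recovery in the real data.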

295 transcripts were differentially expressed only in emerin-null cells during this transition, whereas 321 transcripts were differentially expressed only in wildtype cells (*q*-value < 0.05).

Overall, these results show the robust nature of myogenic differentiation, with a large number of myogenic genes expressed early during differentiation to transcriptionally reprogram the cells in response to the strong myogenic cue of serum withdrawal and initiate myogenic differentiation. These changes persist until approximately day 2 (Figure 3B), suggesting the differentiation program is set at this point in these myogenic progenitors. This reprogramming appears to be dysfunctional in emerin-null myogenic progenitors, as a large number of genes are differentially expressed between emerin-null and wildtype progenitors from day 0 to day 2.

### 3.4. qPCR Was Done to Validate the Results from the RNAseq Analysis

Although validation is often unnecessary for RNAseq, as the RNAseq technology has been used and validated for many years, we still performed quantitative RT-PCR (qPCR) to validate selected transcripts. We randomly selected *Cenph*, *Mad2l1*, *Bub1*, *Prc1*, *Ezh2*, *Pparg*, *Mgst1*, *Cyp1a1* and *Gstp1* for validation. The transition from day 0 to day1 of differentiation in emerin-null myogenic progenitors was used for validation by qPCR. RNA sequencing of these samples showed *Cenph*, *Mad2l1*, *Bub1*, *Prc1*, *Ezh2*, *Pparg*, *Mgst1*, *Cyp1a1* and *Gstp1* were downregulated 5.10-fold, 1.91-fold, 1.65-fold, 1.71-fold, 1.80-fold, 10.0-fold, 3.08-fold, 16.6-fold and 1.92-fold, respectively. All of these changes in transcript expression were validated by qPCR, although the magnitude of downregulation sometimes varied by 2- to 5-fold between RNAseq and qPCR. 

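In emerin-null progenitors Cenph, a kinetochore protein, was at 23.1 FPKM at day 0 and 11.1 at day 1 (2.07-fold lower), Bub1, a kinase of the spindle checkpoint, at 27.5 and 15.1 (1.82-fold), Prc1, which bundles the microtubules of the midzone, at 58.1 and 23.8 (2.43-fold), and Ezh2, the methyltransferase of Polycomb repression, at 39.5 and 23.3 (1.69-fold). The glutathione transferases Mgst1 and Gstp1 were 3.50-fold and 1.86-fold lower at day 1. Mad2l1, another protein of the spindle checkpoint, was at 17.9 at day 0 and at 29.4 at day 1, and a second entry at day 1 was at 7.99, so its direction depends on the entry. Pparg, a regulator of fat cells, was below an FPKM of 1 at both days (0.985 and 0.146, 4.41-fold lower), and Cyp1a1, an enzyme of drug metabolism, is listed at day 0 (0.640) but not at day 1. Wildtype progenitors showed the same directions, at 1.95-fold lower for Cenph, 1.87-fold for Bub1, 2.87-fold for Prc1, 1.63-fold for Ezh2, 2.57-fold for Mgst1 and 1.49-fold for Gstp1, with Mad2l1 at 16.3 and at 26.5 and 8.03 in its 2 entries of day 1. Pparg and Cyp1a1 were outside the test of the difference between the genotypes, and none of the other 7 genes had a change that differed: the difference in log2 change was -0.09 for Cenph (SE 0.51), 0.04 for Bub1 (SE 0.40) and -0.47 for Mgst1 (SE 0.58). The folds within a genotype compare separately normalized tables and carry no test.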

*Cenph*, *Mad2l1*, *Bub1*, *Prc1*, *Ezh2*, *Pparg*, *Mgst1*, *Cyp1a1* and *Gstp1* were downregulated 1.95-fold, 43.5-fold, 1.5-fold, 3.1-fold, 10.6-fold, 5.45-fold, 21.7-fold, 870-fold and 16.7-fold, respectively (Figure 3C).

### 3.5. Pathway and Network Analysis of Differentially Expressed Transcripts during Myogenic Differentiation of Wildtype and Emerin-Null Progenitors

To identify the molecular networks and pathways that fail to be reprogrammed in emerin-null progenitors during differentiation, we utilized the DAVID and STRING software platforms for gene ontology (GO) analysis and de novo pathway generation, respectively. The transition from day 0 to day 1 was chosen for the analysis because this is the time when myogenic progenitors exit the cell cycle and our data suggest this is where a majority of the transcriptional reprogramming occurs during differentiation of wildtype myogenic progenitors. Further, this transcriptional reprogramming appears to fail in emerin-null myogenic progenitors. Thus identifying the pathways containing these transcripts will likely provide us with the key molecular networks and pathways important for the impaired myogenic differentiation and regeneration seen in emerin-null myogenic progenitors and in patients.

Comparing the differences in transcript expression between differentiating wildtype and emerin-null progenitors at the transition from day 0 to day 1 of differentiation using DAVID gene ontology (GO) analysis of differentially expressed genes unique to emerin-null cells revealed 88 genes associated with the cell cycle, 62 genes associated with cell cycle processes, 49 genes associated with the cell cycle phase, 42 genes associated with mitotic cell cycle, 27 genes associated with muscle cell differentiation, 23 genes associated with striated muscle cell differentiation, 20 genes associated with striated muscle cell development, 20 genes associated with muscle cell development and 13 genes associated with muscle fiber development (Figure 4C). Thus during the day 0 to day 1 transition, the key myogenic differentiation transcriptional reprogramming transition, the differentially expressed transcripts unique to emerin-null cells or wildtype cells are enriched in pathways regulating cell cycle withdrawal. 

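From day 0 to day 1 the genes of G2 and mitosis were lower in both genotypes, and those of the sarcomere were higher in both. Of 48 genes of G2 and mitosis, 30 were at least 2-fold lower at day 1 in wildtype and 22 in emerin-null progenitors, with median log2 changes of -1.18 and -0.98. Of 35 genes of S phase, 16 and 12 were at least 2-fold lower, with medians of -0.94 and -0.86. The median difference between the genotypes was 0.20 for G2 and mitosis and 0.17 for S phase, above the central 95% of random lists (-0.08 to 0.03 and -0.09 to 0.04). Among G2 and mitosis genes, Kif11, the spindle motor Eg5, was at 26.9 FPKM at day 0 and 8.77 at day 1 in wildtype and at 34.0 and 14.1 in emerin-null progenitors, and Ccnb2, a B-type cyclin, at 47.4 and 26.1 and at 48.5 and 28.4. At day 1 itself 48 of 49 G2 and mitosis genes had a log2 fold above 0, their median being 0.26, but none was differentially expressed, over all genes or when adjusted over the list alone. Sarcomere genes had median changes of 1.33 in wildtype and 1.99 in emerin-null progenitors, genes of excitation and calcium handling of 1.19 and 1.51, and genes of muscle metabolism of 0.70 and 1.70, starting from the lower levels of emerin-null progenitors at day 0. For the transcription factors of the muscle lineage the medians were 0.41 and 0.62, a difference of 0.15. Each difference is set against random lists of genes of like expression, which does not replace replicates. From the enrichment of cell cycle and muscle terms among transcripts of a single genotype, the paper concludes that pathways regulating cell cycle withdrawal are affected at this transition.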

DAVID GO analysis of differentially expressed genes unique to emerin-null cells during the transition from day 1 to day 2 of differentiation enriched biological processes for cell cycle regulation, cell growth, DNA repair, cell junctions, muscle development and function and the actin cytoskeleton (Figure 4D).

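From day 1 to day 2 the genes of G2 and mitosis were lower in both genotypes but by less in emerin-null progenitors. Of 46 such genes, 45 were at least 2-fold lower at day 2 in wildtype and 42 in emerin-null progenitors, with median log2 changes of -3.84 and -2.57, and the median difference of 1.15 lay above the central 95% of random lists (0.00 to 0.15). At day 2 itself, 16 of 48 were higher in emerin-null progenitors and 0 lower (30 higher when adjusted over the list alone). Aurkb, the kinase of the chromosomal passenger complex, was at 0.331 FPKM in wildtype and 2.53 in emerin-null progenitors (log2 fold 2.93, SE 0.65, q = 8.7e-04 in the authors' deposited table). Extracellular matrix genes had median changes of -0.83 in wildtype and -0.04 in emerin-null progenitors, with 14 and 4 of 34 at least 2-fold lower at day 2. Sarcomere genes moved alike, with medians of 1.05 and 1.16 and a difference of 0.04 (-0.06 to 0.11 for random lists). Of 19 measured genes of myoblast fusion, 1 was higher and 0 lower at day 2 (2 higher when adjusted over the list alone): Elmo1, which activates Rac, with a log2 fold of 2.57. Genes of the p53 and stress response, of which 22 were measured, had a median log2 fold of -0.03 at day 2 and none was differentially expressed. After median-ratio scaling of these separately normalized tables the matrix median of emerin-null progenitors turns from below to above 0, while the other directions hold.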

STRING analysis, which is capable of generating interaction networks based on several different categories of protein-protein functional interaction data from their extensive database, found several interaction nodes from the differentially expressed transcripts found only in emerin-null cells during the day 0 to day 1 transition, including one containing numerous cell cycle genes (Figure 5A). Additionally, STRING analysis on this transition in emerin-null cells identified a node containing a number of cellular metabolism and redox-related proteins, suggesting that emerin-null cells may have difficulty responding to metabolic stress (Figure 5B). 

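The genes of the cell cycle network in Fig. 5A moved in the same directions in both genotypes from day 0 to day 1. Of its 19 genes that stand alone at their locus and are expressed, 14 were lower at day 1 in wildtype and 14 in emerin-null progenitors, with a median log2 change of -0.76 in each. Cep55, a protein of the final cut between daughter cells, was at 14.6 FPKM at day 0 and 7.78 at day 1 in wildtype and at 14.2 and 8.80 in emerin-null progenitors. Nek2, a kinase of the centrosome, was at 14.6 and 6.69 and at 14.7 and 7.37. Rrm2, the small subunit of ribonucleotide reductase, was higher at day 1 in both, at 115 against 34.7 in wildtype and 112 against 32.2 in emerin-null progenitors. Mad1l1, of the spindle checkpoint, was 1.60-fold higher at day 1 in wildtype and 2.51-fold in emerin-null progenitors, at 28.3 and 70.9 in the latter. Of 23 measured genes of chromatin repression, which include Ezh2, none was differentially expressed at any stage, and their median changes over this step were -0.20 and -0.20. The network was drawn by the study from these samples, so its direction is not independent evidence.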

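The genes of glutathione transfer and redox metabolism in the network of Fig. 5B were mostly lower at day 1 than at day 0, by more in emerin-null progenitors. Of its 10 expressed genes alone at their locus, chosen by the study from changes in emerin-null progenitors alone, 8 were lower in wildtype and 7 in emerin-null progenitors, with median log2 changes of -0.22 and -0.93. Tgfb1, the ligand TGF-β1, was at 20.7 FPKM at day 0 and 11.6 at day 1 in wildtype and 23.4 and 9.68 in emerin-null progenitors. Ptgs2, the inducible cyclooxygenase, was at 7.99 and 7.43 and at 7.33 and 3.73, Vegfc, a ligand of lymphatic growth, at 3.47 and 2.81 and at 5.99 and 2.42, and the glutathione transferase Gstm1 at 21.5 and 12.9 and at 37.9 and 18.5. None of these genes had a change that differed between the genotypes after adjustment. Over the whole list of glutathione and redox genes the medians were -0.22 in wildtype and -0.30 in emerin-null progenitors, with 5 and 7 of 28 at least 2-fold lower and a median difference of -0.12 (-0.10 to 0.07 for random lists). From this network the paper proposes that emerin-null cells may respond poorly to metabolic stress.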

Multiple cell signaling networks were also enriched, including the JAK-STAT, G-protein and cAMP signaling pathways (Figure 5C,D). 

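Genes of the interferon response were lower at day 1 than at day 0 in both genotypes, by more in emerin-null progenitors, while those of JAK-STAT signaling moved alike. Socs2, a feedback inhibitor of cytokine receptors, was at 14.7 FPKM at day 0 and 6.91 at day 1 in wildtype and at 11.6 and 3.44 in emerin-null progenitors, and the kinase Jak2 at 7.80 and 4.65 and at 9.03 and 4.33. Of the 9 expressed genes of Fig. 5C that stand alone at their locus, which the study chose from these samples, 6 were lower at day 1 in each genotype, with median log2 changes of -0.73 in wildtype and -0.93 in emerin-null progenitors. The interferon response list had medians of -0.92 and -1.14, and the difference of -0.36 lay below the central 95% of random lists (-0.10 to 0.06), as did that of the long-lived RNA classes (-0.35, against -0.20 to 0.20). For the receptors, kinases and feedback genes of JAK-STAT signaling the medians were -0.17 and -0.28 and the difference of -0.06 lay within it (-0.10 to 0.09), with 4 and 4 of 27 at least 2-fold lower. Among the genes of cAMP signaling in Fig. 5D, Pde4d, a phosphodiesterase, was at 6.81 and 824 in wildtype and 5.85 and 456 in emerin-null progenitors. Its entries at these days can cover different parts of the gene, so the size of this change is uncertain. Pde8a, another phosphodiesterase, was at 22.8 and 33.1 and at 17.4 and 33.5. Of the 6 expressed genes of Fig. 5D, 1 was lower in each genotype. The wider list of G protein and cAMP genes had medians of -0.39 and -0.42 and a difference of 0.00 (-0.10 to 0.12 for random lists). Adcy1, an adenylyl cyclase, was higher in emerin-null progenitors at every stage, with a log2 fold of 2.89 at day 1.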

STRING analysis on differentially expressed transcripts only found in differentiating emerin-null myogenic progenitors during the transition from day 1 to day 2 identified a network enriched in cell cycle genes (Figure 6A,B), with smaller networks representing cell junctions, cAMP signaling, G-protein signaling and actin cytoskeleton (Figure 6A). 

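The genes of the network in Fig. 6 separated into a dividing and a contractile part from day 1 to day 2. Mcm2, a subunit of the replicative helicase, was at 69.5 FPKM at day 1 and 13.3 at day 2 in wildtype and 75.4 and 18.1 in emerin-null progenitors, and Chek1, a checkpoint kinase, at 3.26 and 0.659 and at 4.47 and 1.15. The matrix protein Tnc was at 9.84 and 3.04 in wildtype and at 11.2 and 10.9 in emerin-null progenitors, where it was higher at day 2 (log2 fold 1.84, SE 0.41, q = 0.00125 in the authors' deposited table). Itgb3, an integrin chain, was at 2.18 and 0.500 and at 1.56 and 0.639, Spp1, the matrix protein osteopontin, at 555 and 187 and at 243 and 129, and Cd44, a hyaluronan receptor, at 50.7 and 19.6 and at 51.4 and 24.8. In the contractile part, Actn2, the actinin of the Z-disc, was at 194 and 407 and at 222 and 468, and Ckmt2, the mitochondrial creatine kinase, at 0.954 and 4.06 and at 0.925 and 5.80. Of the 15 expressed genes alone at their locus, also chosen by the study from these samples, 11 were lower at day 2 in wildtype and 10 in emerin-null progenitors, with median log2 changes of -1.43 and -0.67. The list of G protein and cAMP genes had medians of -0.65 and -0.26 over this step, a difference of 0.29 (-0.05 to 0.19 for random lists). Of these genes, Pttg1 alone had a change that differed between the genotypes after adjustment.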

STRING output does not indicate whether the expression of the genes indicated by the nodes are increased or decreased, but identifies interaction networks enriched for these genes and thus implicated in the impaired differentiation of emerin-null progenitors.

Ingenuity Pathway analysis (IPA) was also used to ensure a comprehensive analysis of the pathways and networks implicated in the impaired differentiation of emerin-null myogenic progenitors. This software is based on computer algorithms that analyze the functional connectivity of the genes from information obtained within the IPA database. The “core analysis” function feature in the software was used to interpret the differentially expressed data, which included biological processes, canonical pathways, upstream transcriptional regulators, and gene networks. Each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathway Knowledge Base.

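Cdc42, the small GTPase of cell polarity that the pathway is named for, had similar levels, at 209 FPKM at day 0 and 230.3 at day 1 in wildtype and 198 and 214 in emerin-null progenitors. Over the list of actin cytoskeleton regulators the median log2 change from day 0 to day 1 was -0.23 in wildtype and -0.03 in emerin-null progenitors. The median of the per-gene differences was -0.05 (-0.09 to 0.04 for random lists). Myh10, a nonmuscle myosin, was the only gene of that list with a higher level in emerin-null progenitors at day 1 by the authors' deposited table, with a log2 fold of 1.47, and Actg2, the enteric smooth muscle actin, was lower at day 0 (-2.69). Genes of calcium handling were higher at day 1 than at day 0, with at least 2-fold more in 12 of 19 genes in wildtype and 15 in emerin-null progenitors. For the Wnt list the median changes were -0.19 and -0.40, and the median difference of 0.00 lay within the central 95% of random lists (-0.10 to 0.11). A change seen past a threshold in wildtype cells alone was tested here only as a difference between the genotypes.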

Analysis of transcripts that are uniquely altered in differentiating wildtype progenitors during the transition from day 0 to day 1 identified Cdc42 signaling as a major canonical pathway in these cells along with Wnt/β-catenin signaling, calcium signaling, OX40 signaling pathway and Human Embryonic Stem Cell Pluripotency pathway (Figure 7A; Table 2). The Cdc42 signaling controls crucial cellular functions, which include cell morphology, migration, endocytosis and cell cycle progression (G1 to S phase) [44,45]. The human embryonic stem cell pluripotency pathway maintains embryonic cell in the proliferative and undifferentiated state. Oct4, SOX2 and Nanog are the major transcription factors that regulate pluripotency [46,47]. Wnt signaling also promotes pluripotency and Wnt signaling has well-established roles in maintaining satellite cell quiescence, satellite cell activation and myogenic differentiation after injury [26,32,33]. 

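Wnt10b, a ligand that favors the undifferentiated state, was at 2.02 FPKM at day 0 and 0.517 at day 1 in wildtype and at 2.27 and 1.14 in emerin-null progenitors. Fzd4, a frizzled receptor, was at 4.17 and 1.31 in wildtype and 6.00 and 3.24 in emerin-null progenitors, and Fzd1 at 15.3 and 12.2 and at 8.18 and 5.08. Among other ligands, Wnt10a was at 0.876 and 2.12 in wildtype and 0.100 and 0.489 in emerin-null progenitors and Wnt6 at 0.614 and 0.855 and at 0.0988 and 0.478. Of 29 genes of the Wnt list, 5 were at least 2-fold lower at day 1 in wildtype and 4 in emerin-null progenitors, and 3 and 6 were at least 2-fold higher. Between the genotypes, Wnt10a was lower in emerin-null progenitors at day 0 (log2 fold -3.13, SE 0.65, q = 1.1e-04 in the authors' deposited table) and at day 1 (-2.12), and Fzd1 was lower at day 1 (-1.26). No gene of the list had a change from day 0 to day 1 that differed between the genotypes after adjustment.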

Wnt ligand and frizzled receptors were found to be down-regulated suggesting that the wildtype cells decrease their pluripotency potential through the Wnt pathway as they prepare to commit themselves to form differentiated myoblasts.

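Plk2, a polo-like kinase, was at 37.0 FPKM at day 0 and 63.1 at day 1 in wildtype and at 45.5 and 61.6 in emerin-null progenitors. Igfbp2 was at 12.9 and 32.2 in wildtype and 55.4 and 78.0 in emerin-null progenitors, and Myb, a factor of immature blood cells, at 0.872 and 0.124 and at 1.03 and 0.304. The expressed genes of Fig. 7B that stand alone at their locus number 5, of which 3 were lower at day 1 in wildtype and 2 in emerin-null progenitors, with median log2 changes of -0.28 and 0.35. Pax7, also in that figure, was 1.21-fold lower in wildtype and 1.27-fold higher in emerin-null progenitors, and its difference in log2 change was 0.66 (SE 0.54), which did not pass after adjustment. The checkpoint and arrest genes had a median log2 fold between the genotypes of -0.06 at day 0 and -0.11 at day 1, with 1 higher and 0 lower of 27 at day 1 (1 higher when adjusted over the list alone). The figure's genes were chosen by the study from these samples and are too few for a test of their own.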

Functional enrichment analysis using IPA of transcripts uniquely altered in wildtype progenitors during the transition from day 0 to day 1 of differentiation predicted the activation of cell cycle progression and cell viability (Figure 7B). Other significantly enriched biological functions were G2/M phase transition, G2 phase, G1 phase (inhibition) and S phase (inhibition), all of which regulate specific phases of the cell cycle.

Analysis of transcripts uniquely altered in differentiating emerin-null cells during the transition from day 0 to day 1 using the canonical pathways in IPA function found several pathways associated with cell proliferation, growth, signaling and metabolism were significantly enriched. 

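Genes of IGF signaling did not fall as a group from day 0 to day 1 in emerin-null progenitors, and those of TGF-β signaling were lower in both genotypes. The IGF list had median log2 changes of 0.03 in wildtype and 0.29 in emerin-null progenitors and a median difference of 0.05 (-0.11 to 0.07 for random lists). Igfbp4, a binding protein, was higher in emerin-null progenitors at day 1 (log2 fold 1.88), and Grb10, shown in Fig. 8, was at 0.954 FPKM at day 0 and 1.84 at day 1 in wildtype and 3.98 and 7.74 in emerin-null progenitors. The TGF-β list had medians of -0.42 and -0.33, with 9 of 32 at least 2-fold lower in wildtype and 12 in emerin-null progenitors. The median of its per-gene differences was -0.09 (-0.10 to 0.06). For ligands and receptors of VEGF, PDGF and FGF signaling the medians were -0.09 and -0.18, while the median of the per-gene differences was 0.09 (-0.11 to 0.09). Hgf, a growth factor that activates satellite cells, was lower in emerin-null progenitors at day 0 (log2 fold -0.91) and day 1 (-1.43). Kdr, the main VEGF receptor, stayed below an FPKM of 1 in both genotypes. Hippo pathway members and targets of YAP and TAZ had medians of -0.27 and -0.01 and a difference of 0.09, above the range of -0.10 to 0.07 for random lists. Stat3 was at 39.7 and 44.7 in wildtype and 34.4 and 49.6 in emerin-null progenitors, Ghr, the growth hormone receptor, at 17.8 and 10.5 and at 20.9 and 9.74, and the kinase Jak1 at 38.4 and 19.9 and at 32.8 and 18.0. Of the 5 expressed genes of Fig. 8, picked by the study from these samples, 4 were lower at day 1 in each genotype, with median changes of -0.40 and -0.86. These lists hold messages of pathway members, whose direction need not be that of the pathway's activity.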

Growth hormone signaling pathway (GH), STAT3 pathway, the HIPPO pathway, TGF-β signaling, IGF-1 signaling and VEGF signaling pathways were significantly inhibited during the transition from day 0 to day 1 in emerin-null cells (Table 2; Figure 8A,B). The VEGF and IGF signaling pathways (Figure 8A,B) are important for muscle differentiation and regeneration [29,30,31,35,48,49], as stimulation of the VEGF pathway increases myotube number, myogenic marker expression and myotube size in differentiated C2C12 cells [48]. IGF-1 signaling promotes satellite cell proliferation early in differentiation and promotes terminal differentiation of myocytes during skeletal muscle regeneration, suggesting loss of emerin causes quiescent satellite cells to be pushed towards an activated state, leading to depletion of the quiescent satellite cell niche [13]. The STAT3 pathway is known to regulate many other genes involved in cell cycle progression specifically during G1 to S phase transition [50]. Growth Hormone increases amino acid uptake into skeletal muscles, suggesting that this tissue is a primary target of the physiological effects of GH [51]. TGF-β is well documented to inhibit skeletal muscle satellite cell differentiation by inhibiting satellite cell proliferation, myofiber fusion and expression of key muscle-specific genes [25,52,53,54].

Functional enrichment analysis of transcripts differentially expressed only in emerin-null progenitors during the transition from day 0 to day 1 of differentiation were enriched for biological functions associated with myogenesis of skeletal muscles and growth of muscle tissue (Figure 9A,B), as well as proliferation of muscle cells and formation of muscle and myogenesis (not shown); all of these functions were predicted to be inhibited during day 0 to day 1 of differentiation. This unbiased analysis of emerin-null differentiation identifies putative pathways involved in the delayed commitment to differentiation due to prolonged retention in the cell cycle after 24 h of differentiation induction seen in these cells [11].

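The muscle genes in Fig. 9A were chosen by the study as changed from day 0 to day 1 in emerin-null progenitors alone, which favors a larger change in those cells. Mef2c, a factor that works with the myogenic determination factors, was at 28.8 FPKM at day 0 and 46.3 at day 1 in wildtype and 21.7 and 63.9 in emerin-null progenitors. Mstn, the growth inhibitor myostatin, was at 2.96 and 5.70 and at 1.86 and 6.63, Vgll2, a cofactor of muscle genes, at 5.75 and 7.99 and at 3.92 and 9.91, and the noncoding RNA Meg3 at 4.97 and 6.07 and at 3.69 and 12.3. Of the 13 expressed genes of Fig. 9A that stand alone at their locus, 2 were at least 2-fold higher at day 1 in wildtype and 8 in emerin-null progenitors, with median log2 changes of 0.16 and 1.32, while 5 were lower in each. Myh9, a nonmuscle myosin, and Hlx, a homeobox factor, were lower at day 1, by 1.69-fold and 2.33-fold in wildtype and 1.76-fold and 2.49-fold in emerin-null progenitors. In Fig. 9B, Plaur, the urokinase receptor, was at 15.7 and 4.19 in wildtype and 18.5 and 3.95 in emerin-null progenitors, and Kalrn, a guanine nucleotide exchange factor, at 2.34 and 1.76 and at 2.80 and 3.03. Of the Fig. 9A genes Capn6 alone had a change that differed between the genotypes after adjustment. At day 1 itself 1 of 24 factors of the muscle lineage was higher and 0 lower (1 higher when adjusted over the list alone).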

Similar to what was seen in the DAVID analysis, when IPA was used to analyze the transcripts unique to differentiating wildtype progenitors during the transition from day 1 to day 2, cell cycle pathways and kinase signaling were the top canonical pathways identified (Table 3). These included G2/M DNA damage checkpoint regulation (Figure 10A), cell cycle control of chromosomal replication, mitotic roles of Polo-Like Kinase and ILK signaling. 

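The genes of the G2/M checkpoint in Fig. 10A were lower at day 2 than at day 1 in both genotypes. Chek2, a kinase that responds to DNA breaks, was at 5.75 FPKM at day 1 and 1.39 at day 2 in wildtype and 6.13 and 1.84 in emerin-null progenitors. Cdc25b, a phosphatase that starts mitosis, was at 15.6 and 5.74 and at 18.2 and 11.4, its relative Cdc25c at 6.15 and 0.240 and at 6.43 and 0.802, and Cks2, a partner of the mitotic kinase, at 13.4 and 5.14 and at 13.9 and 6.60. All 5 expressed genes of that figure, which the study drew from these samples, were lower in each genotype, with median log2 changes of -1.98 in wildtype and -1.69 in emerin-null progenitors. The fixed list of checkpoint and arrest genes had medians of -0.19 and -0.26. The median of its per-gene differences, 0.05, lay within the central 95% of random lists (-0.05 to 0.14). The wildtype median turns from below to above 0 after median-ratio scaling. At day 2, 1 of 28 genes of this list was higher in emerin-null progenitors and 0 lower (1 higher when adjusted over the list alone): Cdkn1c, with a log2 fold of 2.45.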

Polo-like kinases were reported to be involved in regulating mitosis at various key steps [55,56], including mitotic exit and the DNA damage checkpoint. Functional enrichment analysis in IPA of these same transcripts showed enrichment for biological functions associated with DNA replication (Figure 10B), M-phase and S-phase and cell cycle progression (not shown); all of these functions were predicted to be inhibited during day 1 to day 2 differentiation. The enrichment of cell cycle regulatory pathways clearly show that cellular mechanisms regulating cell cycle withdrawal are likely functioning only in the differentiating wildtype myogenic progenitors during this transition, since these pathway components were found only in the wildtype cells. This further supports our hypothesis that the failure of differentiating emerin-null myogenic progenitors to activate or repress these pathways during differentiation significantly contributes to their impaired differentiation.

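DNA replication genes were lower at day 2 than at day 1 in both genotypes. All 11 expressed genes of Fig. 10B that stand alone at their locus, a set the study drew from these samples, were lower at day 2 in wildtype and in emerin-null progenitors, with median log2 changes of -2.13 and -1.63. Pole2, a subunit of a replicative polymerase, was at 5.64 FPKM at day 1 and 1.21 at day 2 in wildtype and 6.05 and 2.28 in emerin-null progenitors. Dscc1, which loads the replication clamp, was at 1.66 and 0.206 and at 2.47 and 0.581. Id1 and Id3, which block the myogenic factors in dividing cells, were at 37.3 and 4.89 and at 46.7 and 5.15 in wildtype, and at 26.3 and 8.22 and at 32.5 and 9.20 in emerin-null progenitors. Of 33 S phase genes, 26 were at least 2-fold lower in wildtype and 25 in emerin-null progenitors, with medians of -1.97 and -1.54 and a median difference of 0.43, above the central 95% of random lists (-0.02 to 0.15). At day 2 none of 35 S phase genes was differentially expressed over all genes (9 were higher when adjusted over the list alone), and the median log2 fold was 0.59. From cell cycle pathways found among the transcripts of wildtype progenitors, the paper concludes that mechanisms of cell cycle withdrawal are likely at work only in those cells at this transition.

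**Figure D2:**
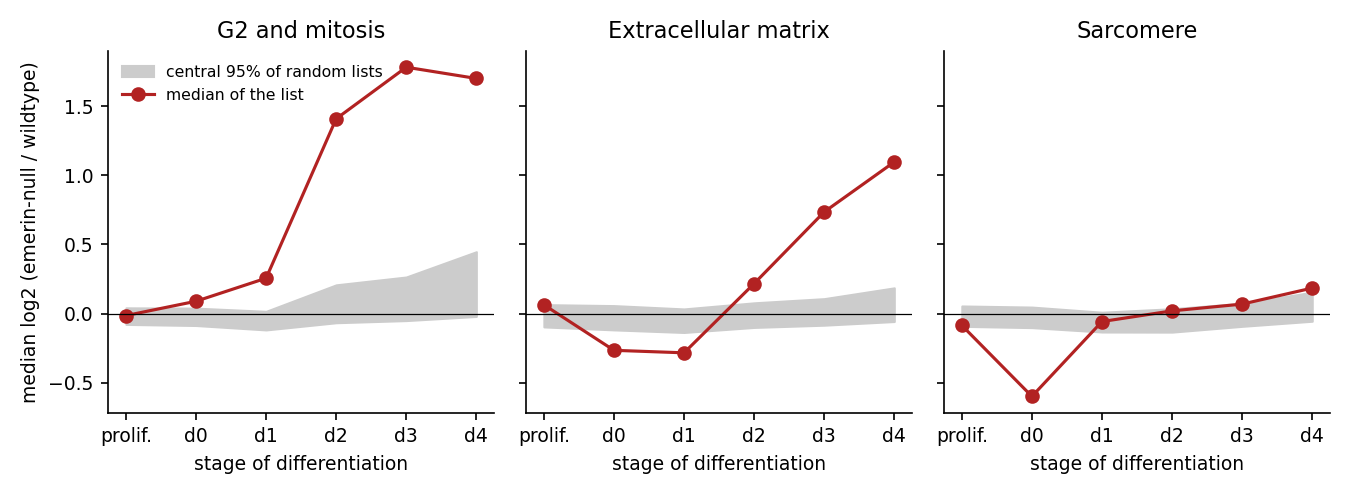
Median log2 fold of emerin-null over wildtype progenitors (y axis) at each stage (x axis) for the lists of G2 and mitosis, extracellular matrix and sarcomere genes (red points and lines), with the central 95% of random lists of like expression (grey band). G2 and mitosis genes are at 1.41, 1.78 and 1.70 at days 2 to 4, and sarcomere genes at -0.60 at day 0.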

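Unc5c, a netrin receptor, was lower in emerin-null progenitors at all 6 stages, at 2.42 FPKM in wildtype and 0.563 in emerin-null progenitors at day 2 (log2 fold -2.10, SE 0.38, q = 1.1e-05 in the authors' deposited table), and Plxna2, a semaphorin receptor, was higher at day 2 (1.37). They were the 2 differentially expressed of 41 axon guidance genes at day 2 (4 higher and 3 lower when adjusted over the list alone). The list had median log2 changes from day 1 to day 2 of -0.66 in wildtype and -0.65 in emerin-null progenitors, and the median difference was 0.12 (-0.02 to 0.17 for random lists). Integrins and adhesion proteins had medians of -0.63 and -0.51 and a difference of 0.12 (-0.04 to 0.14), and Tnc was the only gene of this list that was higher at day 2. Genes of excitation and calcium handling moved alike, with medians of 0.59 and 0.64 and a median per-gene difference of -0.02 (-0.06 to 0.13). Kcnj2, a potassium channel of the resting membrane, was higher in emerin-null progenitors at day 2 (log2 fold 3.63), day 3 (3.31) and day 4 (2.23). By day 4, 5 of 30 integrin and adhesion genes were higher and 0 lower (8 higher when adjusted over the list alone), Tnc with 1.15 in wildtype and 8.51 in emerin-null progenitors.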

Netrin signaling, Calcium signaling, integrin signaling and axonal guidance signaling pathways were enriched in differentially expressed transcripts unique to emerin-null cells during the transition from day 1 to day 2 (Table 2). Actin cytoskeleton signaling is involved in most, if not all of these pathways, and was also highly enriched by IPA (Figure 11A). 

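Actin regulators were lower at day 2 than at day 1 by less in emerin-null progenitors. The list of actin cytoskeleton regulators had median log2 changes of -0.61 in wildtype and -0.43 in emerin-null progenitors, with 12 and 10 of 35 at least 2-fold lower, and the median difference of 0.13 lay above the central 95% of random lists (-0.04 to 0.11). At day 2, 1 of 37 was higher in emerin-null progenitors and 0 lower (1 higher when adjusted over the list alone), namely Myh10 (log2 fold 2.11). At day 4, 6 of 39 were higher and 0 lower (8 higher when adjusted over the list alone), among them the actin crosslinker Flna (log2 fold 1.44), the tropomyosin Tpm4 (1.85) and Actg2 (2.10). The list of actin regulators shares several smooth muscle genes with the markers of smooth muscle and pericytes, so both lists are not independent. Of these markers, 3 of 7 were higher at day 4 and 0 lower (4 higher when adjusted over the list alone), their median being 1.10. Among them was Cspg4, a proteoglycan of pericytes, with log2 folds of 2.92 at day 2 and 3.33 at day 4.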

Netrin signaling was previously shown to be important for myogenic differentiation and myofiber size both in vitro and in vivo by regulating phosphorylation of ERK [57,58,59]. Integrin signaling was previously shown to be important during myogenic differentiation and skeletal muscle function, as mice lacking α7β1, the predominant integrin complex during differentiation, have impaired regeneration and exhibit a dystrophic phenotype [60,61]. Integrins were also shown to be important for myoblast fusion and terminal differentiation [62]. Calcium signaling and calcium homeostasis have long been known to be important for skeletal muscle function and regeneration [63]. 

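Ttn, the giant spring of the sarcomere, was at 11.4 FPKM at day 1 and 27.0 at day 2 in wildtype and at 11.1 and 25.8 in emerin-null progenitors. Alpk3, a kinase of striated muscle, was at 17.2 and 35.4 and at 13.0 and 33.0, and Mef2c at 46.3 and 81.9 and at 63.9 and 114. Ankrd2 was 1.81-fold higher at day 2 in wildtype and 2.26-fold in emerin-null progenitors, from far lower levels in the latter. Pde5a, a phosphodiesterase of cyclic GMP, was lower at day 2, by 1.55-fold and 1.60-fold. Of the 6 expressed genes of Fig. 11B that stand alone at their locus, a set the study took from these samples, 1 was lower at day 2 in each genotype, with median log2 changes of 0.84 in wildtype and 1.00 in emerin-null progenitors. Of 28 sarcomere genes, 17 were at least 2-fold higher at day 2 in wildtype and 17 in emerin-null progenitors. At day 2, 0 of 31 sarcomere genes were higher and 1 lower (1 and 2 when adjusted over the list alone), and the lower gene was Ankrd2.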

Functional enrichment analysis of these transcripts were enriched for biological functions associated with differentiation of muscle cells (Figure 11B), as well as organization of cytoplasm, contractility of muscle, muscle contraction, organization of actin cytoskeleton, microtubule dynamics, cellular homeostasis, abnormal morphology of muscle and myogenesis of skeletal muscle (not shown). Further, actin cytoskeleton signaling, actin cytoskeletal rearrangements, and integrin and adherens junction signaling is known to be important for muscle regeneration in vivo when the myoblasts must adhere to the myofiber, rearrange its cytoskeleton and fuse with the myofiber.

IPA was also used to analyze differentially expressed transcripts that were present in both emerin-null and wildtype myogenic progenitors during the transition from day 0 to day 1 of differentiation. Transcripts that were altered in opposite directions were noted, although this was a minor number of genes. Therefore, the magnitude of each differentially expressed gene shared between emerin-null and wildtype cells at the transition from day 0 to day 1 was analyzed to identify components whose expression was significantly different between wildtype and emerin-null cells. These components were then mapped to canonical pathways to identify pathways implicated in the impaired differentiation of emerin-null progenitors. The G1/S cell cycle checkpoint pathway was highly enriched (Table 3; Figure 12A). This was not surprising given the failure of emerin-null cells to properly exit the cell cycle upon differentiation induction. Although expression of the transcripts represented in these pathways were all in the same direction, we identified additional nodes in this pathway that were represented by differentially expressed transcripts that were unique to emerin-null cells at this transition. These included downregulation of TGF-β1 by 2-fold, SMAD7 by 3-fold, Cdc25a by 1.8 fold and Sin3a by 1.8 fold, and activation of SMAD3 by 1.7 fold (Figure 12A). These changes are predicted to affect Rb repression of E2F-mediated transcription and withdrawal from the cell cycle specifically in differentiating emerin-null cells. 

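Smad7, the feedback inhibitor of TGF-β signaling, was at 7.60 FPKM at day 0 and 2.63 at day 1 in wildtype (2.82-fold lower) and at 9.57 and 2.41 in emerin-null progenitors (3.86-fold lower). Cdc25a, a phosphatase of the G1/S step, was 2.07-fold lower at day 1 in wildtype and 1.96-fold in emerin-null progenitors, and Tgfb1 1.78-fold and 2.40-fold. Smad3, which carries the TGF-β signal to the nucleus, was higher at day 1 by 2.47-fold in wildtype and 2.45-fold in emerin-null progenitors, at 20.5 and 19.5. Sin3a, a corepressor scaffold, lies at a joined locus whose value was 1.34-fold lower in wildtype and 1.45-fold in emerin-null progenitors. The difference in log2 change between the genotypes was -0.46 for Smad7 (SE 0.48), -0.43 for Tgfb1 (SE 0.44), 0.08 for Cdc25a (SE 0.46) and -0.01 for Smad3 (SE 0.43), none of which passed. The paper predicts from these nodes an effect on repression of E2F targets by Rb and on cell cycle withdrawal in emerin-null cells.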

Functional pathways enriched in these transcripts were unsurprisingly those involved in differentiation of muscle progenitors, myogenic differentiation and muscle development (Figure 12B).

IPA was also used to analyze differentially expressed transcripts that were present in both emerin-null and wildtype myogenic progenitors during the transition from day 1 to day 2 of differentiation. Cell cycle pathways, mitosis and checkpoint pathways were highly enriched. Although expression of all of the transcripts represented in these pathways was in the same direction, the magnitude of their expression was often very different. Emerin-null cells during the transition from day 1 to day 2 of differentiation had 5.3-fold less Eg5, 6.5-fold less PLK, 3.2-fold less cyclin B, 6.5-fold less Esp1, and 3-fold less Cdc25 (Figure 13A). 

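From day 1 to day 2 the mitotic genes were lower in both genotypes, and the level left at day 2 was higher in emerin-null progenitors. Plk1, the polo-like kinase of mitotic entry, was at 16.1 FPKM at day 1 and 0.778 at day 2 in wildtype (18.5-fold lower) and at 19.7 and 3.64 in emerin-null progenitors (5.29-fold lower). Kif11 was at 0.316 in wildtype and 2.28 in emerin-null progenitors at day 2, after decreases of 21.3-fold and 5.97-fold. Espl1 was 19.8-fold and 5.24-fold lower, and at day 2 its log2 fold between the genotypes was 3.30 (SE 0.60, q = 1.1e-05 in the authors' deposited table). The B-type cyclin Ccnb1 was 8.98-fold lower in wildtype and 3.48-fold in emerin-null progenitors, and Ccnb2 21.3-fold and 6.63-fold. Cdc25b was 2.69-fold lower in wildtype and 1.59-fold in emerin-null progenitors, and Cdc25c 18.4-fold and 7.24-fold. The difference in log2 change was 2.88 for Espl1 (SE 0.71), 2.17 for Kif11 (SE 0.65), 1.94 for Plk1 (SE 0.66), 1.77 for Ccnb2 (SE 0.61) and 1.47 for Ccnb1 (SE 0.68), which did not pass after adjustment over 7073 genes. A further Kif11 entry of higher FPKM, at 5.86 and 2.18, gave a log2 fold of -1.43 at day 2 with an SE of 3.54, and was not differentially expressed. The remaining Kif11 entries of day 2 were all higher in emerin-null progenitors (q = 5.7e-05, 0.0171 and 0.00167 in the authors' deposited table). The levels persisted later: Ccnb1 was at 0.134 and 2.22 at day 4 (log2 fold 4.05, SE 0.82, q = 9.5e-05 in the authors' deposited table), and Bub1 was at 0.103 and 1.54. From such decreases and differences in size, the paper predicts that emerin-null progenitors fail to leave the cell cycle and enter mitosis.

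**Figure D3:**
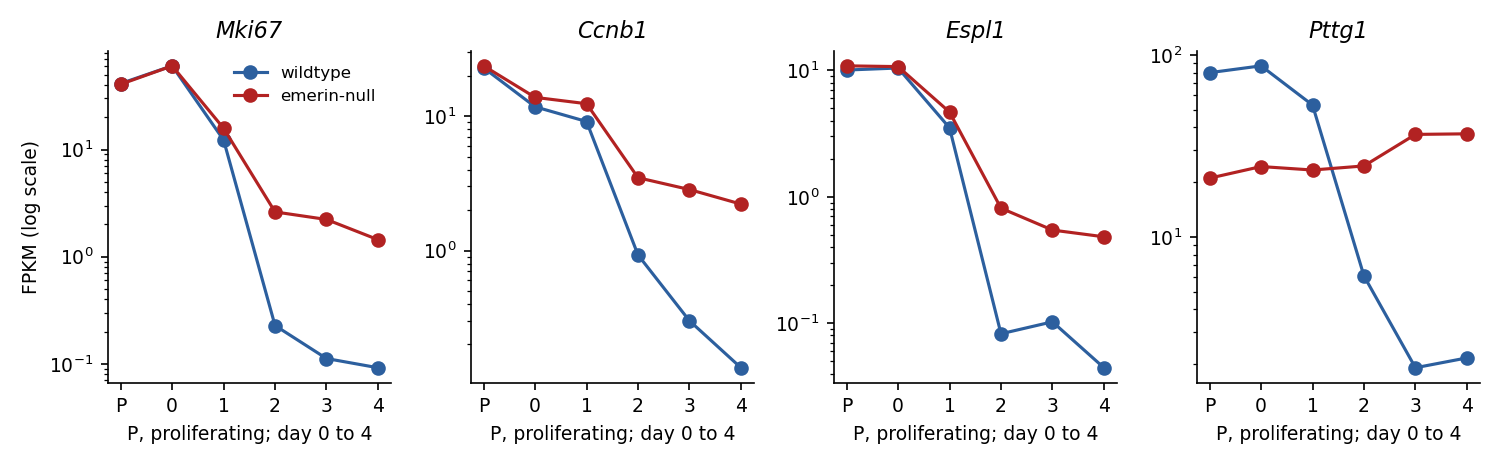
FPKM (log scale, y axis) of Mki67, Ccnb1, Espl1 and Pttg1 at each stage (x axis; P, proliferating, then days 0 to 4) in wildtype (blue) and emerin-null progenitors (red), 1 pooled value per point. Both genotypes drop after day 1 for Mki67, Ccnb1 and Espl1, with more left in emerin-null progenitors, whose Pttg1 stays near its level at day 1.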

Additional nodes in this pathway that are uniquely altered in wildtype cells or emerin-null cells were also identified. 

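From day 1 to day 2 the difference in log2 change was 3.20 for Pttg1 and 3.16 for Mki67, and their order turns with the Mki67 entry of highest FPKM. Pttg1 was 8.58-fold lower at day 2 in wildtype and 1.05-fold higher in emerin-null progenitors. It was lower in emerin-null progenitors before differentiation, at 80.0 FPKM in wildtype and 21.1 in emerin-null progenitors while proliferating and 87.3 and 24.4 at day 0 (log2 fold -1.84, SE 0.23, q = 3.7e-13 in the authors' deposited table). By day 3 it was higher, at 1.91 and 36.6, and at day 4 at 2.16 and 36.9, which makes it a gene of opposite directions early and late. Pttg1 lies on chromosome 11 from 43420250 to 43426251 in mm10. Chek2 was 3.93-fold lower at day 2 in wildtype and 3.22-fold in emerin-null progenitors, and Cdc7, the kinase that fires replication origins, 2.98-fold and 3.11-fold, with differences in log2 change of 0.31 (SE 0.77) and -0.06 (SE 0.86) that did not pass.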

Transcripts unique to wildtype cells included Chk2, Pttg1, and Cdc7, which were downregulated 3-fold, 8.6-fold and 4-fold, respectively. Transcripts unique to emerin-null cells included Wee1, Cdc20, Prc1 and Smc1a which were downregulated 3-fold, 4.9-fold, 4.9-fold and 1.9 fold, respectively. 

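Wee1 was 1.84-fold lower at day 2 than at day 1 in wildtype and 1.90-fold in emerin-null progenitors, at 1.36 and 1.21 FPKM. Smc1a, a subunit of cohesin, was 1.97-fold and 2.13-fold lower, at 17.9 and 16.6. Cdc20, the activator of the anaphase-promoting complex, lies at a joined locus over this step. The value of the Cdc20 locus was 1.70-fold lower in wildtype and 1.45-fold in emerin-null progenitors. Prc1 stood alone at day 1, at 22.0 and 23.8 FPKM, and was joined with Rccd1 and Unc45a at day 2, so no change over this step is given for it. A second Cdc20 entry of higher FPKM went the other way, from 25.8 to 65.0 in wildtype and from 30.0 to 57.3 in emerin-null progenitors. The difference in log2 change between the genotypes was -0.05 for Wee1 (SE 0.53) and -0.11 for Smc1a (SE 0.45), neither of which passed. Both genotypes had the same direction as each other in the Wee1, Smc1a and Cdc20 entries.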

Functional pathways enriched in shared transcripts from the transition from day 1 to day 2 of differentiation were cell cycle pathways (Figure 13B). Collectively, the changes in the direction and magnitude of transcript expression in differentiating emerin-null progenitors are predicted to result in a failure of the progenitors to exit the cell cycle and instead to enter mitosis.

## 4. Discussion

We previously found perturbations in the expression of components of the Notch, Wnt, IGF and TGF-β signaling pathways by monitoring gene expression using microarray technology in proliferating myogenic progenitor cells. To confirm these perturbations in proliferating progenitors using a newer, less biased technology, and to test if these pathways were disrupted throughout differentiation, we performed high-throughput RNA sequencing in myogenic cells during differentiation. The results of these experiments were partially in agreement with our work in proliferative cells, including changes to canonical myogenic signaling pathways. Additionally, our experiments revealed extensive divergence in transcript expression for emerin-null and wildtype cells during day 0 to day 2 of myogenic differentiation.

The number of transcripts differentially expressed between wildtype and emerin-null cells at each day of myogenic differentiation varies significantly. Differential expression between the two cell lines decreases substantially at day 1 of myogenic differentiation, likely due to the emerin-null cells ‘catching-up’ and attempting to initiate transcriptional reprograming at the onset of myogenic differentiation, as seen in wildtype cell. It is clear that this transcriptional reprogramming is incomplete, since at each subsequent transition during differentiation, a large number of different genes become differentially expressed, with a marked trend towards overexpression of transcripts in emerin-null cells, consistent with a less repressive nuclear environment. This suggests that expression differences between wildtype and emerin-null cells do not remain consistent throughout myogenic differentiation. 

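From day 2 on, genes of cell division and of the extracellular matrix were higher in emerin-null progenitors. Of 48 genes of G2 and mitosis, 26 were higher at day 3 and 25 of 48 at day 4, with none lower (32 and 33 when adjusted over the list alone), and Mki67 was at 0.112 FPKM in wildtype and 2.23 in emerin-null progenitors at day 3. Of 36 S phase genes, 14 were higher and 1 lower at day 4 (20 and 1 when adjusted over the list alone), among them Mcm3 (log2 fold 1.93), Cdc6, which licenses replication (2.84), and Uhrf1, which copies DNA methylation (2.14). Of 42 extracellular matrix genes, 14 were higher and 0 lower at day 3 (20 and 1 when adjusted over the list alone), and at day 4, 19 of 41 were higher and 0 lower (24 and 0 when adjusted over the list alone), with a median log2 fold of 1.10 (-0.06 to 0.19 for random lists). Postn, a matrix protein of repair, was at 3.91 and 18.1 at day 3 (log2 fold 2.21, SE 0.31, q = 7.5e-10 in the authors' deposited table), and Col1a1 at 12.4 and 57.0 at day 3 and 7.61 and 51.4 at day 4. The smooth muscle and pericyte markers moved with the matrix genes, with a median of 0.63 at day 3, when 1 of 8 was higher and 0 lower (4 higher when adjusted over the list alone). Sarcomere genes were more often higher than lower, with 7 higher and 1 lower of 34 at day 3 (7 and 2 when adjusted over the list alone). At day 4, 4 were higher and 2 lower of 33 (7 and 2 when adjusted over the list alone). Their median log2 fold lay within random lists at day 3 and above them at day 4 (0.18, with -0.06 to 0.15). Myh7, the slow myosin heavy chain, was at 26.6 and 102 at day 4. Id3 was at 7.71 and 43.6 at day 4, and Myf5 at 2.21 and 7.58. Days 3 and 4 shared 235 higher genes, against 15.7 for independent lists, and 43 lower genes, against 0.694. From the new differences at each stage and their trend to higher transcripts, the paper concludes that reprogramming is incomplete and proposes a less repressive nucleus.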

Our previous work in proliferating wildtype and emerin-null myogenic progenitor cells showed disruptions to the Notch, Wnt, IGF and TGF-β signaling pathways [13]. Emerin-null cells continued to show disruptions in expression of genes involved in these canonical myogenic signaling pathways, as IGF-related, TGF-β related genes and Wnt-related genes were differentially expressed throughout myogenic differentiation in emerin-null cells. 

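More genes of IGF signaling were higher than lower in emerin-null progenitors at every stage, whereas those of Wnt and TGF-β signaling went both ways early. Of the IGF list, 7 of 26 were higher in proliferating cells, 5 of 26 at day 0, 4 of 25 at day 1, 5 of 26 at day 2, 4 of 25 at day 3 and 6 of 25 at day 4, and 1 was lower at day 0 (8 higher and 1 lower in proliferating cells and 6 higher at day 4 when adjusted over the list alone). Igf1, the growth factor itself, was at 1.92 FPKM in wildtype and 5.12 in emerin-null progenitors while proliferating and had log2 folds of 1.72 at day 3 and 1.73 at day 4. Of 39 TGF-β genes, 1 was higher and 1 lower in proliferating cells (4 and 5 when adjusted over the list alone), the inhibitor Nog at 1.11 and the ligand Bmp4 at -2.36. By day 4, 5 of 37 were higher and 0 lower (7 higher when adjusted over the list alone), with Ltbp4, which stores the ligand in the matrix, at 2.40 and the inhibitor Grem1 at 2.14. Of 37 Wnt genes, 2 were higher and 9 lower at day 0 (3 and 9 when adjusted over the list alone), with Wnt6 at -2.64 and the secreted antagonist Dkk3 at -2.22, and at day 4, 3 were higher and 2 lower of 36 (9 and 4 when adjusted over the list alone). Fzd4 was higher at day 4 (2.23), and the antagonists Sfrp2 and Frzb were lower at day 3 (-1.73 and -2.75). The median log2 fold of the Wnt list at day 4 was 0.16, within the central 95% of random lists (-0.07 to 0.32), and that of the TGF-β list was 0.31, above it (-0.08 to 0.22).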

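Hey1, a transcription factor that Notch induces, was higher in emerin-null progenitors while proliferating (log2 fold 1.69) and at days 0, 3 and 4 (1.43, 1.45 and 1.64). Its relative Heyl was higher in proliferating cells (1.01) and at day 4 (1.52), Dlk1, a noncanonical ligand, at day 0 (1.55) and the receptor Notch3 at day 4 (1.32), and Dtx4, a ubiquitin ligase of the pathway, was lower at day 0 and day 3 (-0.93 at the latter). None of 23 measured genes of the list was differentially expressed at day 1 and none of 24 at day 2. There were 2 higher and 1 lower of 22 at day 0 and 3 higher and 0 lower of 21 at day 4 (2 and 1, and 3 and 0, when adjusted over the list alone). The median log2 fold of the list was 0.07 at day 0 and 0.25 at day 4, with -0.14 to 0.07 and -0.12 to 0.29 for random lists.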

Disruptions to Notch signaling were less apparent; however, due to the delicate relationship between these major myogenic signaling pathways, further investigation into perturbations to these canonical myogenic signaling pathways may be important for understanding the progression of pathology in emerin-null cells.

Our comparisons of gene expression during myogenic differentiation transition points within wildtype or emerin-null cells revealed that the most extensive changes to transcription during myogenic differentiation appear to take place within the day 0 to day 1 transition, with a lesser but significant number of changes occurring during the day 1 to day 2 transition. Many of these changes are shared between wildtype and emerin-null cells, however a significant number of differentially expressed transcripts in the day 0 to day 1 transition were unique to either cell type. These genes are likely to contain a number of promising candidate genes and pathways for understanding EDMD disease etiology. With many myogenic genes correctly expressed during differentiation, especially in response to the strong myogenic cue of serum withdrawal, this demonstrates the extremely robust nature of myogenic differentiation.

Analyzing this data further, a key interval during myogenic differentiation was identified as the transition from day 0 to day 1 of differentiation, during which the largest number of different transcriptional changes between the two lines occur. We predict this transition demarcates a transcriptional reprograming event required to activate myogenic differentiation. These analyses also revealed the cumulative nature of expression differences between wildtype and emerin-null cells; after the onset of myogenic differentiation, there is a contraction in expression differences between wildtype and emerin-null cells at day 1 of myogenic differentiation, with steady increases in differential transcript expression thereafter. A large number of differentially expressed transcripts were seen from the transition from day 1 to day 2, when committed myogenic progenitors (myoblasts) get cues to begin aligning. This suggested that the emerin-null progenitors may be playing catch-up and are expressing genes that are normally present in the transition from day 0 to day 1. Alternatively, these differentially expressed transcripts may illustrate the failure of differentiating emerin-null progenitors to align properly, which is necessary for myotube formation. The decrease in differentially expressed genes in days 2–4 suggests that either the differentiating emerin-null progenitors have caught up or the majority of transcriptional reprograming ultimately failed, but myotube formation still occurred. Transcriptional reprogramming occurring during cell cycle exit leads to activation of the differentiation program and repression of the proliferative program. This reprogramming fails in emerin-null progenitors leading to failure in cell cycle exit and impaired differentiation. This defective transcriptional reprogramming is predicted to be caused by the failure of emerin-null progenitors to coordinate the temporal reorganization of their genome properly during differentiation. This would explain the large number of transcripts differentially expressed in differentiating emerin-null progenitors.

This work revealed molecular pathways implicated in the impaired differentiation of emerin-null progenitors, both those previously suggested by other studies and those that have not been, previously reported. Previous studies showed impaired differentiation of emerin-null myoblasts may have resulted from altered Rb signaling leading to delayed cell cycle exit [6,8,11,13]. Our results confirm this finding, but fail to show any alterations in the Rb pathway. However, we do find many other cell cycle pathways altered, including those containing key components of cell cycle checkpoints, such as cdc25, wee1 and cyclin B. Others and we also showed the ERK and p38 pathways were important for differentiation of emerin-null myogenic progenitors [10,11,36,64]. 

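Neither Rb1 nor its relative Rbl1 was differentially expressed between the genotypes at any stage. Rb1 lies at a joined locus, whose value was 32.8 FPKM in wildtype and 34.0 in emerin-null progenitors while proliferating and 32.2 and 25.4 at day 4. Rbl1, the pocket protein p107, was at 13.9 and 13.1 at day 0, 7.89 and 8.05 at day 1 and 22.5 and 21.1 at day 2 (chosen, as an Rb relative, after its values were seen). Of the checkpoint and arrest list as a whole, 4 of 28 were higher in emerin-null progenitors at day 4 and 0 lower (4 higher when adjusted over the list alone), with Ccnd1, the cyclin that starts Rb phosphorylation, at 3.47 and 13.4 (log2 fold 1.95, SE 0.33, q = 5.0e-07 in the authors' deposited table) and Ccnd2 at a log2 fold of 1.25. Its median log2 fold was 0.14 at day 4 (-0.09 to 0.20 for random lists). Genes of MAP kinase signaling, of which 41 were measured at day 0, had 0 higher and 2 lower there (2 lower when adjusted over the list alone), the phosphatase Dusp1 at -0.75 and the AP-1 factor Fosl2 at -0.66. At day 1 the median of that list was -0.19 (-0.14 to 0.04 for random lists), with none of 38 differentially expressed. At day 4 it lay on the other side, at 0.22 (-0.07 to 0.20), with 1 higher and 0 lower of 38 (2 higher when adjusted over the list alone). Transcript levels do not measure the phosphorylation by which Rb and the MAP kinases act.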

The results presented here confirm these findings. 

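Gsta4, a glutathione transferase that removes lipid aldehydes, was lower in emerin-null progenitors while proliferating (log2 fold -1.20, SE 0.34) and at days 0, 2 and 3 (-1.63, -1.54 and -1.19). Mgst3, a membrane-bound relative, was lower in proliferating cells (-1.19), as was Cyp1a1 (-1.53), and Cyp1b1, another enzyme of drug metabolism, at days 0 and 1 (-1.58 and -1.33). Nqo1, a quinone reductase, was higher at day 4 (1.65, SE 0.45, q = 0.00969 in the authors' deposited table). Of the list of glutathione and redox genes, 3 of 34 were lower in proliferating cells, 2 of 34 at day 0, 1 of 32 at day 1, 1 of 35 at day 2 and 1 of 32 at day 3, and 1 of 34 was higher at day 4 (4 lower in proliferating cells and 4 higher and 1 lower at day 4 when adjusted over the list alone). The median log2 fold of the list was 0.07 at day 0, above the central 95% of random lists (-0.12 to 0.07), and -0.12 at day 2, below it (-0.11 to 0.10).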

During myogenesis in emerin-null cells, we found altered expression of genes involved in cellular metabolism, including those involved in glutathione metabolism. Recent evidence showed the expression of genes involved in glutathione metabolism was also altered in flies expressing EDMD-causing mutants [65] and represented alterations in the ability of the cells to respond to oxidative stress. Our findings yield new insight into the extent to which loss of emerin affects cell signaling, as many additional, previously unreported pathways were significantly enriched by this analysis, including VEGF signaling, embryonic stem cell signaling, G2M checkpoint signaling, integrin signaling, actin-mediated cytoskeletal signaling, HIPPO pathway, DNA damage, mitotic pathways, Ox40 signaling, Cdc42 signaling, and many more pathways. Many of the nodes are shared amongst these pathways and thus it will be important to interrogate these pathways individually using pharmacological activators and inhibitors. Importantly, these findings suggest novel avenues through which pharmacological agents, such as cell cycle inhibitors or redox agents, may be helpful in restoring wildtype function to emerin-null cells. Further work will be needed to establish how emerin regulates these molecular pathways to determine the best molecular targets for therapeutic intervention. Additionally, this work has generated a powerful resource for further analysis of transcription during differentiation in primary wildtype and emerin-null myogenic cells.

The studies presented here used a cell-based system to follow differentiation, in which myotubes are formed by myoblast-to-myoblast fusion or myoblast-to-myotube fusion. In vivo, skeletal muscle regeneration is more complex. Only under severe muscle damage will myoblast-myoblast fusion occur, as myogenic progenitors will attach to the extracellular matrix remnants and myoblasts will fuse to one another or to the newly forming myotubes [66,67]. Under mild trauma, the satellite (myogenic progenitor) cells will become activated and begin differentiating, move to the site of the injury and begin fusing to the intact fiber to repair the damage.

The repair mechanisms for mild damage to skeletal muscle use similar pathways to those used upon sever damage, including the Notch, IGF-1, TGF-β, VEGF, Platelet Derived Growth Factor (PDGF) and Fibroblast Growth Factor (FGF) pathways [67]. In the initial phase of repair to mild damage, there is necrosis and inflammation, remodeling of the ECM and removal of the debris, new fiber formation, remodeling of the vasculature and innervation. The IGF-1 and TGF-β pathways play key roles in the remodeling phase, as well as in satellite cell activation, myoblast proliferation and commitment to differentiation [68,69,70]. Macrophages act in this initial phase to remove debris and secrete pro-inflammatory molecules that also cause myoblast proliferation (Lu et al., 2011), followed by release of anti-inflammatory molecules that stimulate myoblast differentiation and fusion [71,72,73]. Vascularization and angiogenesis is stimulated by VEGF release by differentiating myoblasts [71,74,75]. Conversely, release of VEGF, IGF-1 and FGF from endothelial cells stimulates the growth of satellite cells and proliferation of myogenic progenitors [74].

Importantly, many of the molecular pathways used during skeletal muscle repair in vivo were altered during emerin-null myogenic progenitor differentiation. 

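Of the ligands and receptors of VEGF, PDGF and FGF signaling, those differentially expressed over all genes were lower in emerin-null progenitors up to day 1 and higher from day 2 on. Early, Fgf7, a fibroblast growth factor, was lower in emerin-null progenitors while proliferating and at day 0 (log2 folds -1.31 and -1.28), as was Pdgfb, a platelet-derived growth factor (-1.09 and -1.20), with 0 higher and 4 lower of 29 at day 0 (5 and 6 when adjusted over the list alone). Late, Pdgfc was higher at days 3 and 4 (1.31 and 1.75), Pgf, a VEGF relative, at day 4 (2.15) and the receptors Fgfr4 and Pdgfrb at day 4 (1.47 and 1.28), with 5 higher and 0 lower of 25 (6 and 0 when adjusted over the list alone). The median log2 fold of the list lay within the central 95% of random lists in proliferating cells (-0.09, with -0.14 to 0.11) and at day 0 (-0.08, with -0.16 to 0.08), below it at day 1 (-0.17, with -0.15 to 0.07) and above it at day 4 (0.38, with -0.10 to 0.31). Hippo pathway members and targets of YAP and TAZ form a single list, read here because the Hippo pathway was among those the paper lists. It had 2 higher and 0 lower of 31 in proliferating cells and 1 higher and 3 lower of 32 at day 0 (the same numbers when adjusted over the list alone). Ctgf, a matrix-associated growth factor, had log2 folds of -0.76 at day 0 and 1.74 at day 4, and 4 of 28 were higher and 0 lower at day 4 (6 higher when adjusted over the list alone).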

IGF-1, TGF-β, VEGF, PDGF and FGF pathways were all significantly enriched by this analysis and were predicted to be attenuated. This suggests emerin-null progenitors would likely fail to respond to endothelial cell stimulation of progenitor proliferation and differentiation. Attenuated IGF-1 signaling would also be predicted to impair skeletal muscle regeneration in vivo by failing to activate myogenic progenitors and failing to promote terminal differentiation of myocytes [13]. 

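Il11ra1, the interleukin-11 receptor, was the only differentially expressed gene of the JAK-STAT list at any stage, with a log2 fold of 1.26 at day 4 (SE 0.30, q = 0.00176 in the authors' deposited table), 1 of 30 measured (1 higher when adjusted over the list alone). The median log2 fold of the list was -0.03 at day 0, -0.09 at day 1, -0.04 at day 2, 0.04 at day 3 and 0.10 at day 4, each within the central 95% of random lists. Genes downstream of interferon moved more. Gbp2, an interferon-induced GTPase, was lower in emerin-null progenitors at day 3, at 14.0 FPKM in wildtype and 0.0106 in emerin-null progenitors, and Iigp1, another, at 216 and 53.6. Of 35 interferon response genes, 1 was higher and 4 lower at day 4 (1 and 5 when adjusted over the list alone), and the higher gene was H2-Eb1, a class II antigen chain (log2 fold 1.58). The long-lived RNA classes had a median of -0.83 at that day (-0.25 to 0.50). The median of the interferon list was -0.38 at day 2 and -0.35 at day 3, below the random lists (-0.11 to 0.10 and -0.10 to 0.13).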

The JAK-STAT pathway was also significantly enriched as uniquely differentially expressed in differentiating emerin-null progenitors. JAK-STAT signaling is important for satellite cell expansion and its aberrant activation reduces satellite cell numbers and impairs myogenic differentiation [76,77,78]. Differentiating emerin-null progenitors were enriched for genes in multiple cell cycle pathways and they failed to withdraw from the cell cycle upon differentiation induction. Withdrawal from the cell cycle is required for proliferating myogenic progenitors to commit to differentiation and proceed with the differentiation program both in vitro and in vivo.

### How Does Loss of Emerin Cause Such Massive Changes in Gene Expression?

We predict the failure of emerin-null cells to properly reorganize the genome upon receipt of transcriptional reprogramming signals on serum withdrawal results in these large changes. There is mounting evidence supporting emerin function in genomic organization at the nuclear periphery. This includes the organization of gene loci containing important differentiation genes (Pax3/7, MyoD, Myf5) whose expression must be temporally coordinated for myogenic differentiation to occur normally. Based upon our previous work, we predict the binding of emerin to HDAC3 and the subsequent activation of HDAC3 catalytic activity [12,21] is one of the primary mechanisms underlying recruitment and maintenance of repressed genomic regions to the nuclear lamina and their subsequent reorganization upon transcriptional reprogramming. It is possible emerin acts merely as a molecular tether after HDAC3-mediated repression of target loci. Due to the activation of HDAC3 by emerin, we consider this unlikely. We predict the improper epigenetic regulation of developmental loci by HDAC3 precedes the signaling defects and differentiation delay seen in emerin-null cells. Theophylline was shown to directly stimulate HDAC3 activity in emerin-null progenitors and rescue the temporal localization and expression of Pax3/7, MyoD, and Myf5. Recently theophylline was recently shown to partially rescue emerin-null progenitor differentiation [11]. In this way, epigenetic regulation was able to be uncoupled from emerin’s other functions to support the hypothesis that increasing HDAC3 activity rescues the coordinated gene repression required during differentiation. It will be important to test whether theophylline rescues transcriptional reprograming upon differentiation induction to exhibit a transcriptional profile resembling differentiating wildtype cells. As emerin also binds to and modulates the activity of multiple transcriptional regulators [18,20,23,79,80], the possibility that disruption of these functional interactions may also contribute to their impaired differentiation.

Other nuclear envelope proteins may play similar roles or analogous roles at later time points during differentiation. Similar results were seen for the inner nuclear envelope protein nuclear envelope transmembrane protein 39 (NET39) during C2C12 differentiation. NET39 becomes activated upon differentiation induction and is maximally expressed at days 1 and 2 of C2C12 differentiation [81,82,83]. Similar to emerin-null cells, decreased NET39 expression impairs differentiation by altering the genomic organization of genomic loci containing myogenic differentiation genes, including genes to be activated (e.g., muscle genes) and genes to be repressed (e.g., cell cycle genes) [83]. Thus we hypothesize emerin and NET39, as well as potentially other INM proteins, cooperate to coordinate the temporal genomic reorganization during differentiation to coordinate the transcriptional reprogramming necessary for commitment to differentiation. Further we predict emerin acts during the initial receipt of the transcriptional reprograming signal and the myogenic commitment transition, while we predict NET39 acts to ‘maintain’ the differentiated state by coordinating the transitions of committed myoblasts to fully differentiated myotubes.

Collectively, these data suggest alteration of the signaling pathways and biological functions identified in the emerin-null cells may be responsible for the impaired differentiation and regeneration seen in EDMD patients. This could also help explain the relatively late onset of skeletal muscle wasting seen in EDMD as progressive loss of the satellite cell niche is predicted to cause a relatively slow loss of muscle regeneration over time. Further studies using pharmacological inhibitors or activators of these important signaling pathways would be examined to test if normal signaling pathway functions can be restored in emerin-null myogenic progenitors. Using this approach, we predict potential drugs will be identified to treat EDMD patients.

## Figures and Tables

**Figure 1:**
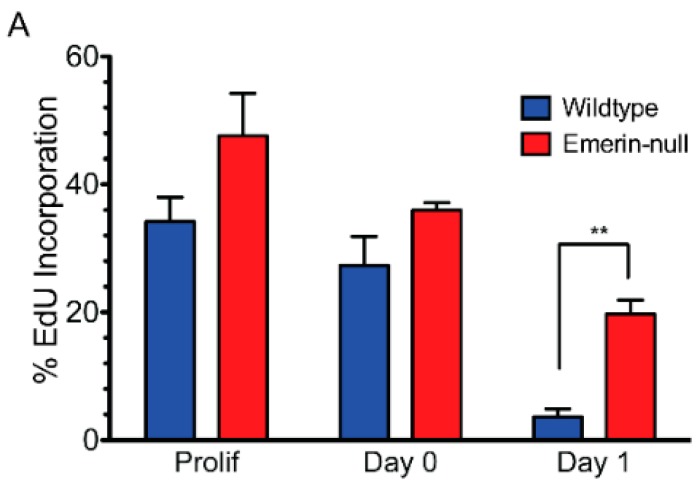

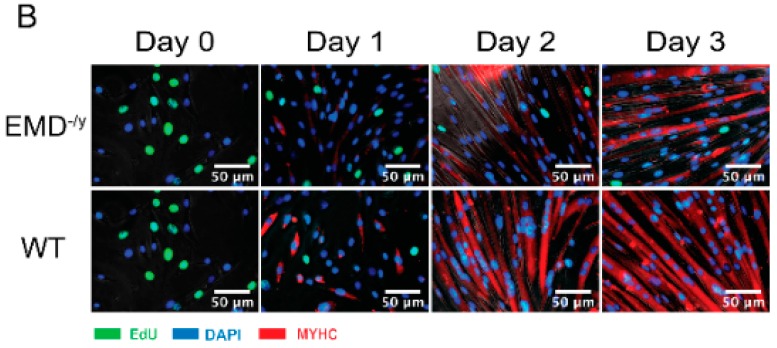
H2K myogenic progenitors have impaired differentiation and delayed cell cycle exit. (**A**) Wildtype (blue) or emerin-null (red) myogenic progenitors were induced to differentiate by serum withdrawal and differentiation was assessed every 24 h. Cell cycle withdrawal was monitored by measuring the incorporation of EdU. ** *p* < 0.01. (**B**) Representative images of wildtype (WT) and emerin-null myogenic progenitors (EMD^−/y^) during differentiation. EdU is shown in green, nuclei are blue and myosin heavy chain (MyHC) is shown in red.

**Figure 2:**
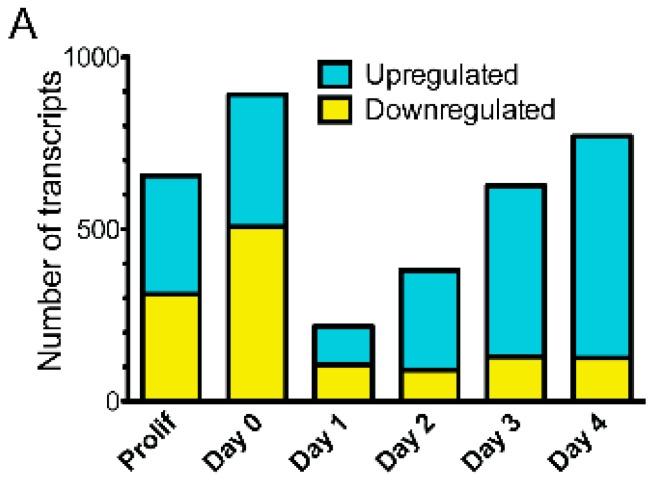

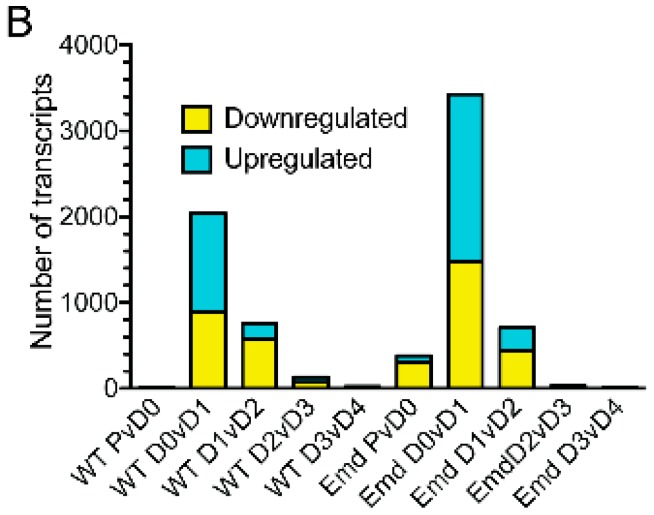
The coordinated temporal expression of thousands of transcripts was altered at each ‘step’ during differentiation of emerin-null myogenic progenitors. (**A**) The number of differentially expressed transcripts between wildtype and emerin-null progenitors at each day during differentiation are shown. (**B**) Comparison of differentially expressed transcripts between consecutive days of differentiation for wildtype (WT) or emerin-null (Emd) myogenic progenitors. P, proliferating cells, D0, day 0; D1, day 1; D2, day 2; D3, day 3; D4, day 4.

**Figure 3:**
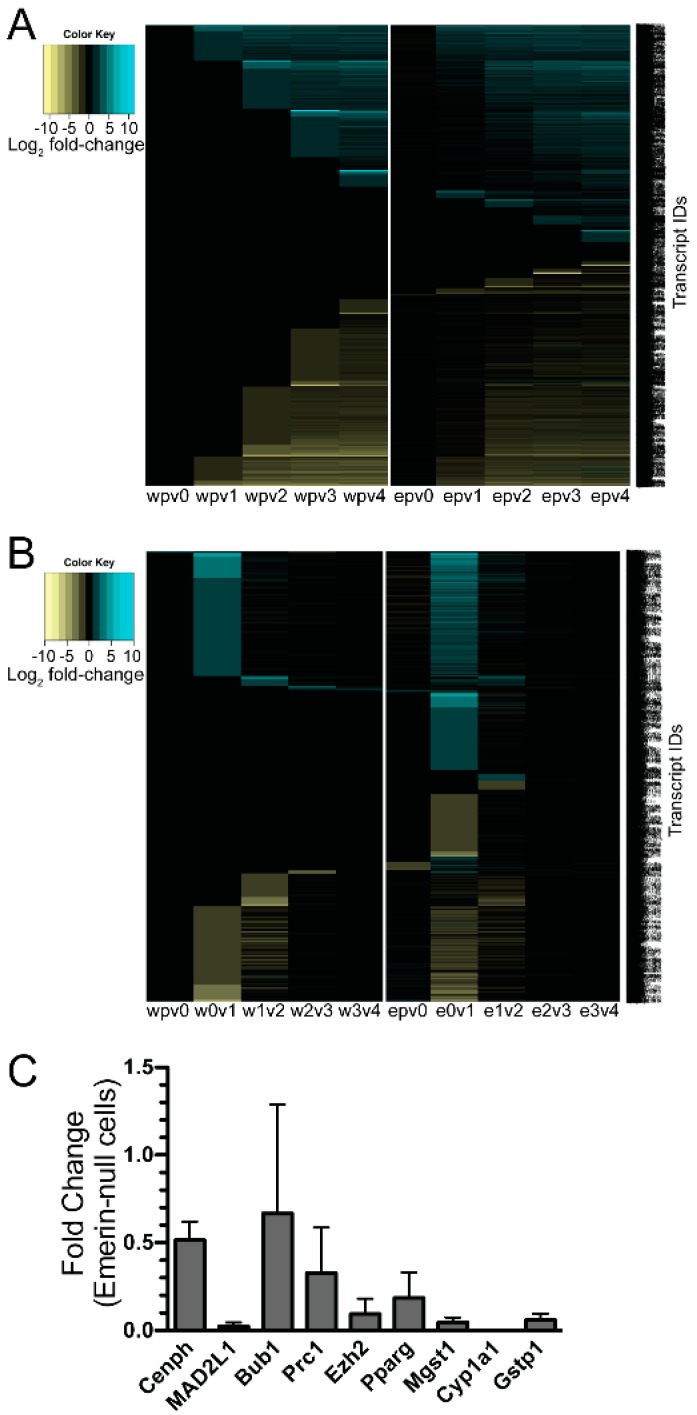
Thousands of genes were differentially expressed during differentiation of emerin-null myogenic progenitors. (**A**) Heat map comparing wildtype and emerin-null cells to one another at each differentiation time point. (**B**) Heat map comparing gene expression changes for each day with the preceding day during differentiation of wildtype (w) or emerin-null (e) myogenic progenitors. Expression changes are Log_2_. Yellow signifies downregulation; Blue signifies activation; e, emerin-null; w, wildtype; v, versus; p, proliferating cells, 0, differentiation day 0; 1, differentiation day 1; 2, differentiation day 2; 3, differentiation day 3; 4, differentiation day 4. The names of the >3000 transcripts are shown on the right. (**C**) qPCR validation of selected genes. RNA was purified from differentiating emerin-null or wildtype myogenic progenitors one day after differentiation induction. Fold change refers to changes in expression in emerin-null cells compared to wildtype cells. Expression of each gene in emerin-null cells was normalized to GAPDH and Oaz1. Data represents mean and SEM.

**Figure 4:**
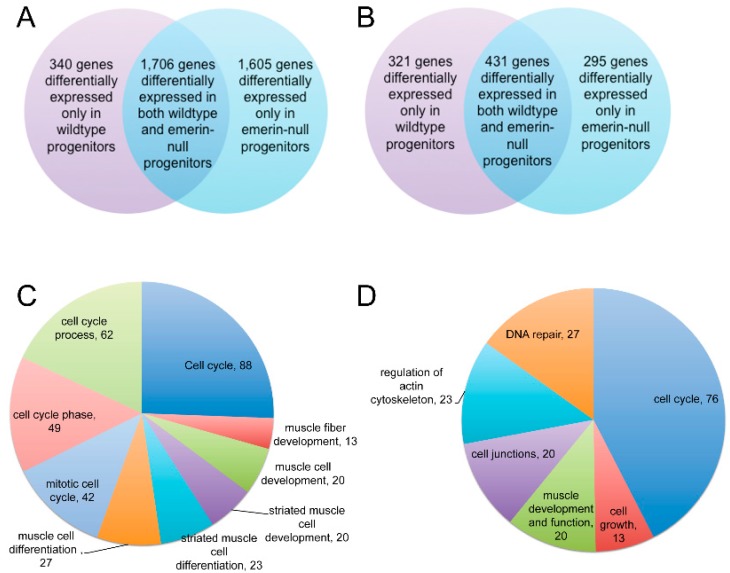
A large number of differentially expressed genes were present only in differentiating emerin-null or wildtype cells. (**A**) Venn diagram of differentially expressed genes during the transition from differentiation day 0 to day 1 showing transcripts differentially expressed in both wildtype and emerin-null cells or differentially expressed only in differentiating wildtype or emerin-null cells. (**B**) Venn diagram of differentially expressed genes during the transition from differentiation day 1 to day 2 showing transcripts differentially expressed in both wildtype and emerin-null cells or differentially expressed only in differentiating wildtype or emerin-null cells. (**C**) Pie Chart showing distribution of significant gene ontology (GO)-terms comparing wildtype and emerin-null cells in the transition from day 0 to day 1 of differentiation derived from DAVID analysis of differentially expressed genes unique to emerin-null cells. (**D**) Pie Chart showing distribution of significant GO-terms comparing wildtype and emerin-null cells in the transition from day 1 to day 2 of differentiation derived from DAVID analysis of differentially expressed genes unique to emerin-null cells.

**Figure 5:**
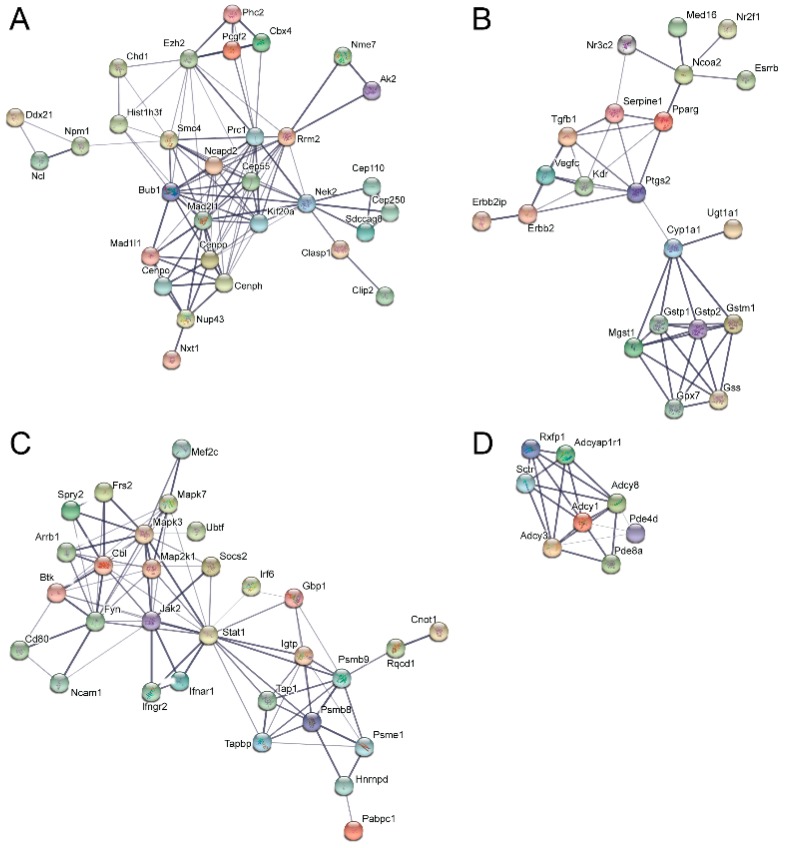
Identification of molecular interaction networks enriched for genes whose expression is altered during the transition from day 0 to day 1 in emerin-null myogenic differentiation. Differentially expressed genes present in only differentiating emerin-null progenitors during the transition from day 0 to day 1 in emerin-null cells were analyzed using STRING to identify interaction networks implicated in their impaired differentiation. The most enriched networks are shown and represent (**A**) cell cycle, (**B**) glutathione metabolism, (**C**) JAK-STAT signaling, and (**D**) G-protein and cAMP signaling.

**Figure 6:**
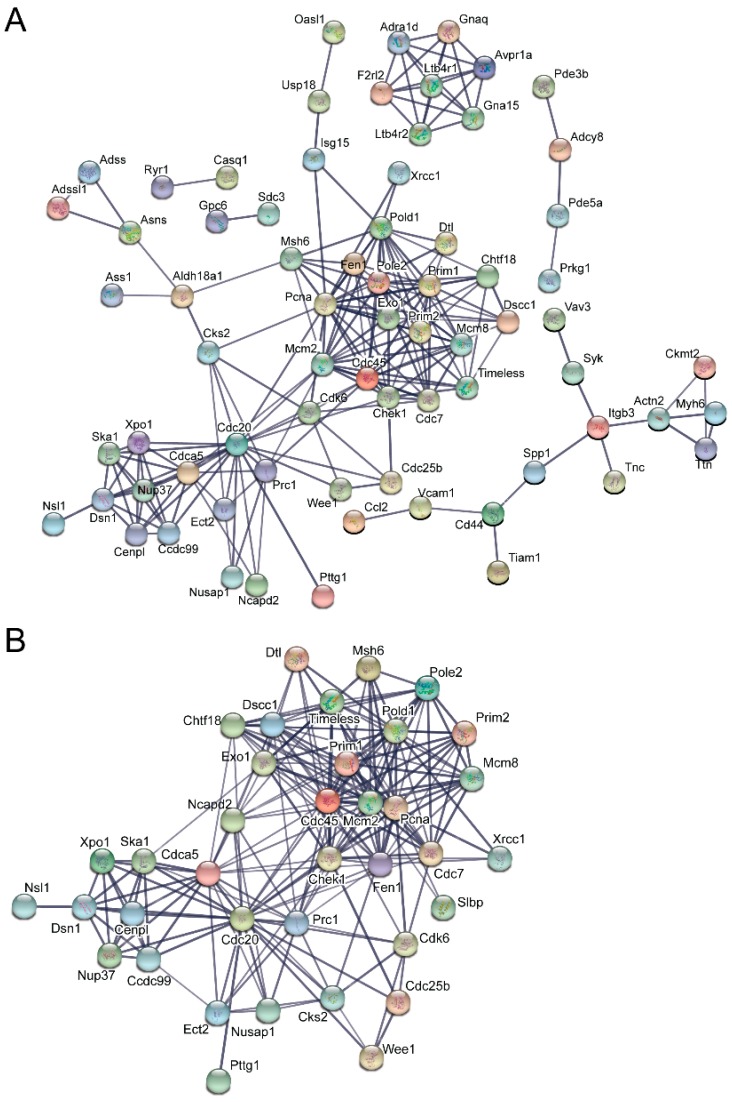
Identification of molecular interaction networks enriched for genes whose expression was altered during the transition from day 1 to day 2 in emerin-null myogenic differentiation. Differentially expressed genes present in only differentiating emerin-null progenitors during the transition from day 1 to day 2 in emerin-null cells were analyzed using STRING to identify interaction networks implicated in their impaired differentiation. (**A**) The most highly enriched and statistically significant and related interaction networks are shown. (**B**) The cell-cycle interaction network was the largest, most enriched network identified by STRING analysis on these samples.

**Figure 7:**
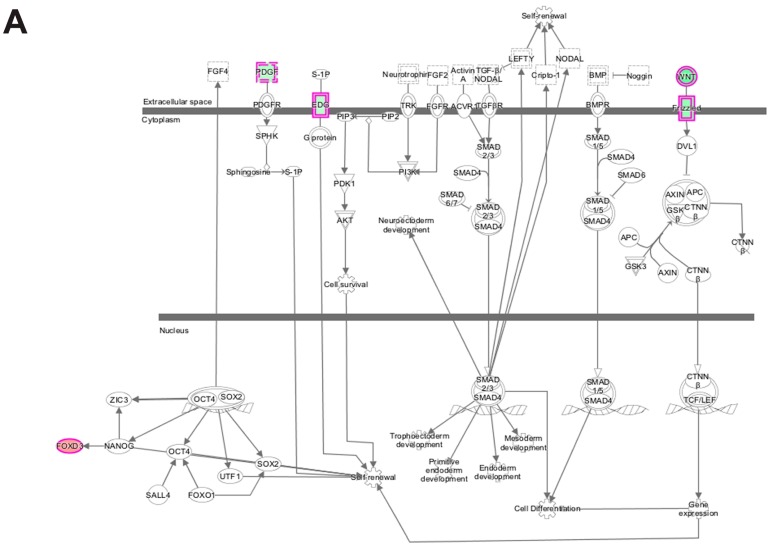

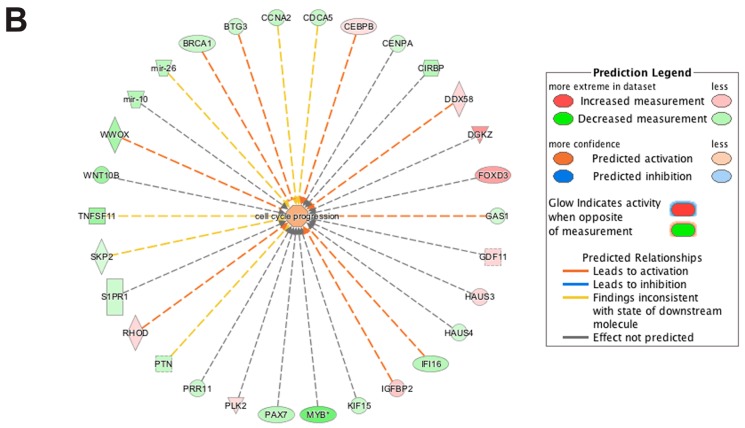
Ingenuity pathway analysis of differentially expressed genes unique to wildtype cells during transition from day 0 to day 1 of differentiation. (**A**) Human Embryonic Stem Cell Pluripotency was identified as a top canonical pathway containing differentially expressed genes unique to wildtype cells. The network was generated through the use of ingenuity pathway analysis (IPA) (Ingenuity Systems, www.ingenuity.com) on normalized mRNA values. Nodes represent molecules in a pathway, while the biological relationship between nodes is represented by a line (edge). Edges are supported by at least one reference in the Ingenuity Knowledge Base. The intensity of color in a node indicates the degree of up- (red) or down- (green) regulation. Nodes are displayed using shapes that represent the functional class of a gene product (Circle = Other, Nested Circle = Group or Complex, Rhombus = Peptidase, Square = Cytokine, Triangle = Kinase, Vertical ellipse = Transmembrane receptor). Edges are marked with symbols to represent the relationship between nodes (Line only = Binding only, Flat line = inhibits, Solid arrow = Acts on, Solid arrow with flat line = inhibits and acts on, Open circle = leads to, Open arrow = translocates to). (**B**) Biological Functional Analysis using IPA predicts activation of cell cycle progression from differentially expressed genes unique to wildtype cells during transition from day 0 to day 1 of differentiation (*p*-value: <0.05). The figure represents genes that are associated with a particular biological function that are altered in the uploaded dataset. Genes that are up-regulated are displayed within red nodes and those down-regulated are displayed within green nodes. The intensity of the color in a node indicates the degree of up-(red) or down-(green) regulation. The shapes of the nodes reflect the functional class of each gene product: transcriptional regulator (horizontal ellipse), transmembrane receptor (vertical ellipse), enzyme (vertical rhombus), cytokine/growth factor (square), kinase (inverted triangle) and complex/group/other (circle). An orange line indicates predicted upregulation, whereas a blue line indicates predicted downregulation. A yellow line indicates expression being contradictory to the prediction. Gray line indicates that direction of change is not predicted. Solid or broken edges indicate direct or indirect relationship, respectively.

**Figure 8:**
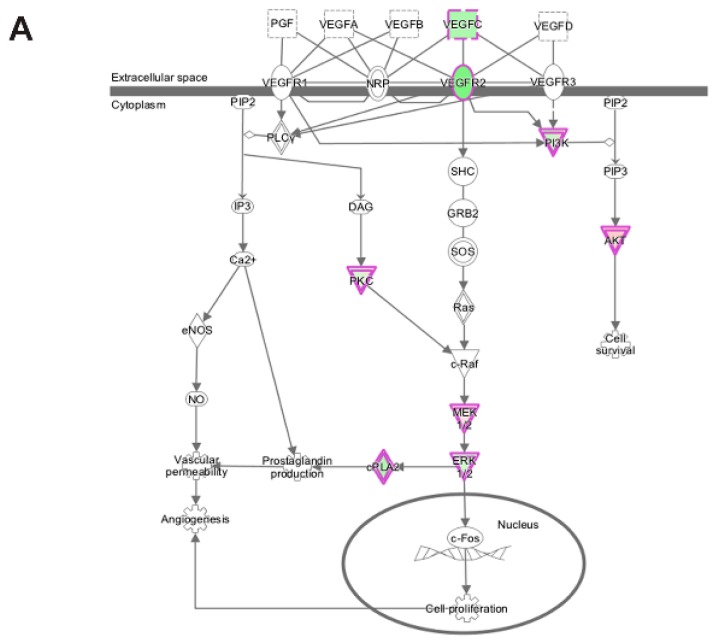

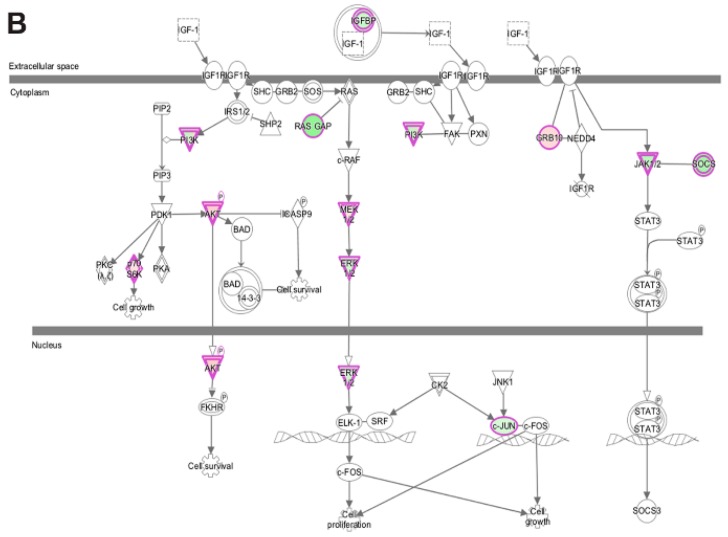
Ingenuity pathway analysis of differentially expressed genes unique to emerin-null cells during transition from day 0 to day 1 of differentiation. (**A**,**B**) IPA identified the VEGF (**A**) and IGF-1 (**B**) signaling pathways as enriched. The network was generated through the use of IPA (Ingenuity Systems, www.ingenuity.com) on normalized mRNA values. Nodes represent molecules in a pathway, while the biological relationship between nodes is represented by a line (edge). Edges are supported by at least one reference in the Ingenuity Knowledge Base. The intensity of color in a node indicates the degree of up- (red) or down- (green) regulation. Nodes are displayed using shapes that represent the functional class of a gene product (Circle = Other, Nested Circle = Group or Complex, Rhombus = Peptidase, Square = Cytokine, Triangle = Kinase, Vertical ellipse = Transmembrane receptor). Edges are marked with symbols to represent the relationship between nodes (Line only = Binding only, Flat line = inhibits, Solid arrow = Acts on, Solid arrow with flat line = inhibits and acts on, Open circle = leads to, Open arrow = translocates to).

**Figure 9:**
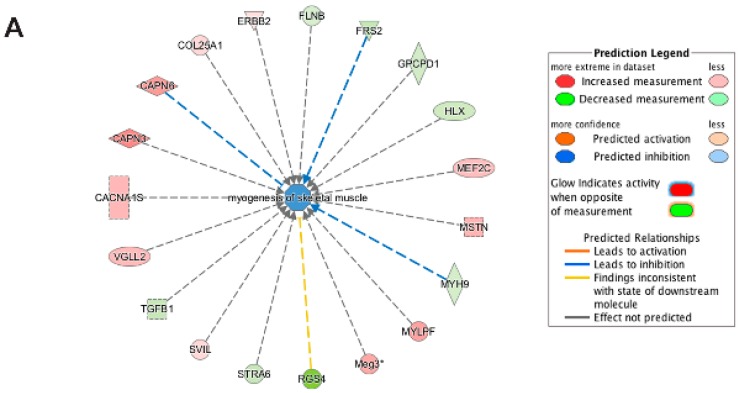

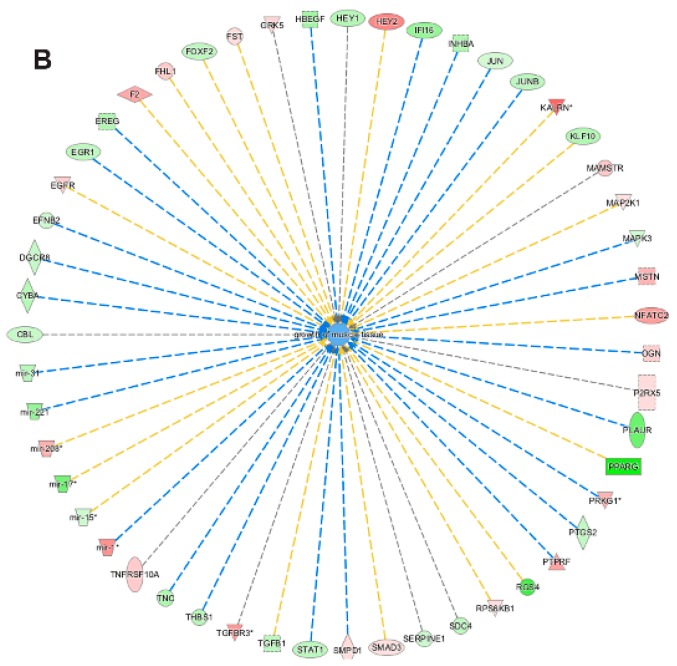
Biological Functional Analysis using Ingenuity pathway analysis of differentially expressed genes unique to emerin-null cells during transition from day 0 to day 1 of differentiation. (**A**,**B**) Biological Functional Analysis using IPA predicts inhibition of myogenesis of skeletal muscle from genes ((**A**) *p*-value: <0.001; *Z*-score: −1.067) and growth of skeletal muscle genes ((**B**) *p*-value: <0.001; *Z*-score: −0.799) as being highly enriched in the differentially expressed transcripts unique to emerin-null cells during transition from day 0 to day 1 of differentiation. The figure represents genes that are associated with a particular biological function that are altered in the uploaded dataset. Genes that are up-regulated are displayed within red nodes and those down-regulated are displayed within green nodes. The intensity of the color in a node indicates the degree of up-(red) or down-(green) regulation. The shapes of the nodes reflect the functional class of each gene product: transcriptional regulator (horizontal ellipse), transmembrane receptor (vertical ellipse), enzyme (vertical rhombus), cytokine/growth factor (square), kinase (inverted triangle) and complex/group/other (circle). An orange line indicates predicted upregulation, whereas a blue line indicates predicted downregulation. A yellow line indicates expression being contradictory to the prediction. Gray line indicates that direction of change is not predicted. Solid or broken edges indicate direct or indirect relationship, respectively.

**Figure 10:**
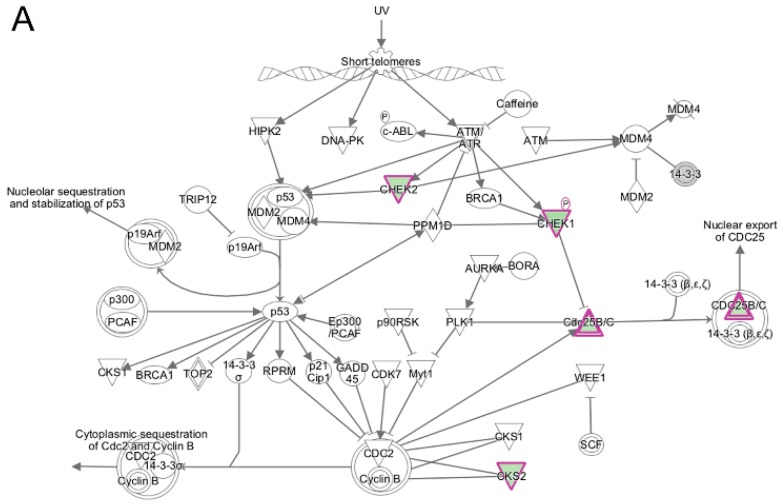

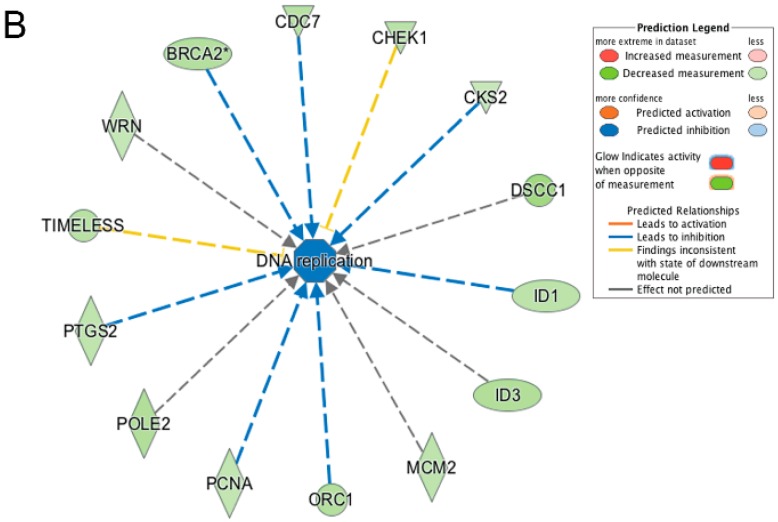
Ingenuity pathway analysis of differentially expressed genes unique to wildtype cells during transition from day 1 to day 2 of differentiation. (**A**) The top canonical pathway enriched from genes differentially expressed only in wildtype cells was the Cell Cycle: G2/M DNA Damage Checkpoint Regulation pathway. The network was generated through the use of IPA (Ingenuity Systems, www.ingenuity.com) on normalized mRNA values. Nodes represent molecules in a pathway, while the biological relationship between nodes is represented by a line (edge). Edges are supported by at least one reference in the Ingenuity Knowledge Base. The intensity of color in a node indicates the degree of up- (red) or down- (green) regulation. Nodes are displayed using shapes that represent the functional class of a gene product (Circle = Other, Nested Circle = Group or Complex, Rhombus = Peptidase, Square = Cytokine, Triangle = Kinase, Vertical ellipse = Transmembrane receptor). Edges are marked with symbols to represent the relationship between nodes (Line only = Binding only, Flat line = inhibits, Solid arrow = Acts on, Solid arrow with flat line = inhibits and acts on, Open circle = leads to, Open arrow = translocates to). (**B**) Biological Function Analysis with IPA on genes differentially expressed only in wildtype cells during transition from day 1 to day 2 of differentiation identified DNA replication (*p*-value: <0.05) as the top pathway. The figure represents genes that are associated with a particular biological function that are altered in the uploaded dataset. Genes that are upregulated are displayed within red nodes and those down-regulated are displayed within green nodes. The intensity of the color in a node indicates the degree of up-(red) or down-(green) regulation. The shapes of the nodes reflect the functional class of each gene product: transcriptional regulator (horizontal ellipse), transmembrane receptor (vertical ellipse), enzyme (vertical rhombus), cytokine/growth factor (square), kinase (inverted triangle) and complex/group/other (circle). An orange line indicates predicted upregulation, whereas a blue line indicates predicted downregulation. A yellow line indicates expression being contradictory to the prediction. Gray line indicates that direction of change is not predicted. Solid or broken edges indicate direct or indirect relationship, respectively.

**Figure 11:**
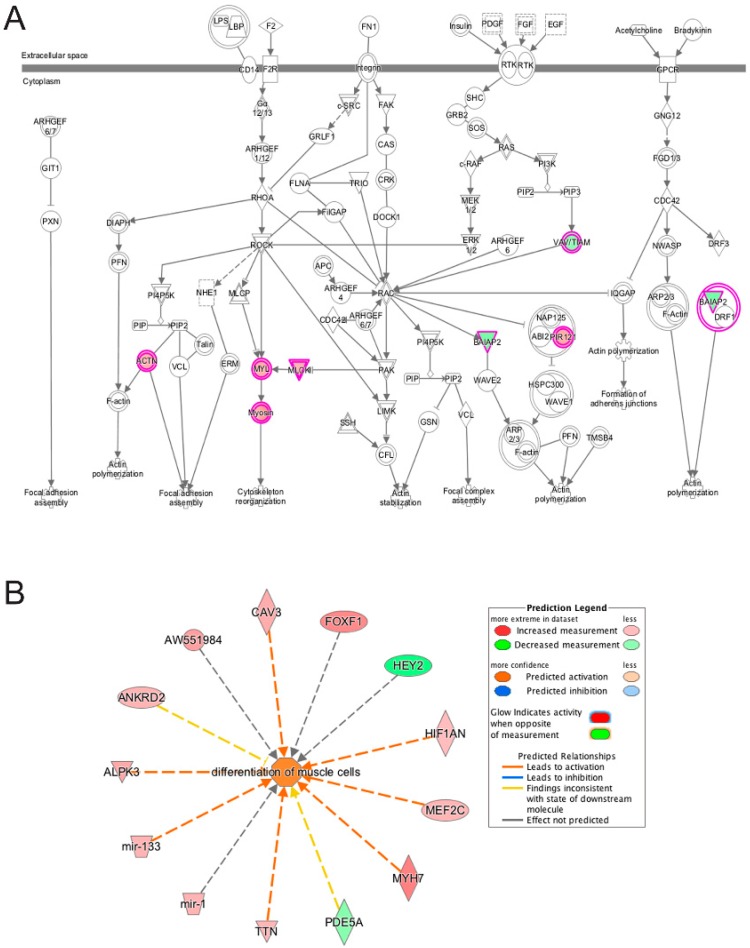
Ingenuity pathway analysis of differentially expressed genes unique to emerin-null cells during transition from day 1 to day 2 of differentiation. A, The Actin-Cytoskeleton signaling pathway was identified as a top canonical pathway in emerin-null cells. The network was generated through the use of IPA (Ingenuity Systems www.ingenuity.com) on normalized mRNA values. Nodes represent molecules in a pathway, while the biological relationship between nodes is represented by a line (edge). Edges are supported by at least one reference in the Ingenuity Knowledge Base. The intensity of color in a node indicates the degree of up- (red) or down- (green) regulation. Nodes are displayed using shapes that represent the functional class of a gene product (Circle = Other, Nested Circle = Group or Complex, Rhombus = Peptidase, Square = Cytokine, Triangle = Kinase, Vertical ellipse = Transmembrane receptor). Edges are marked with symbols to represent the relationship between nodes (Line only = Binding only, Flat line = inhibits, Solid arrow = Acts on, Solid arrow with flat line = inhibits and acts on, Open circle = leads to, Open arrow = translocates to). B, Biological Function Analysis with IPA on genes differentially expressed only in emerin-null cells during the transition from day 1 to day 2 of differentiation identified the activation of differentiation of muscle cells (*p*-value: <0.001; *Z*-score: 1.263). The figure represents genes that are associated with a particular biological function that are altered in the uploaded dataset. Genes that are up-regulated are displayed within red nodes and those down-regulated are displayed within green nodes. The intensity of the color in a node indicates the degree of up-(red) or down-(green) regulation. The shapes of the nodes reflect the functional class of each gene product: transcriptional regulator (horizontal ellipse), transmembrane receptor (vertical ellipse), enzyme (vertical rhombus), cytokine/growth factor (square), kinase (inverted triangle) and complex/group/other (circle). An orange line indicates predicted upregulation, whereas a blue line indicates predicted downregulation. A yellow line indicates expression being contradictory to the prediction. Gray line indicates that direction of change is not predicted. Solid or broken edges indicate direct or indirect relationship, respectively.

**Figure 12:**
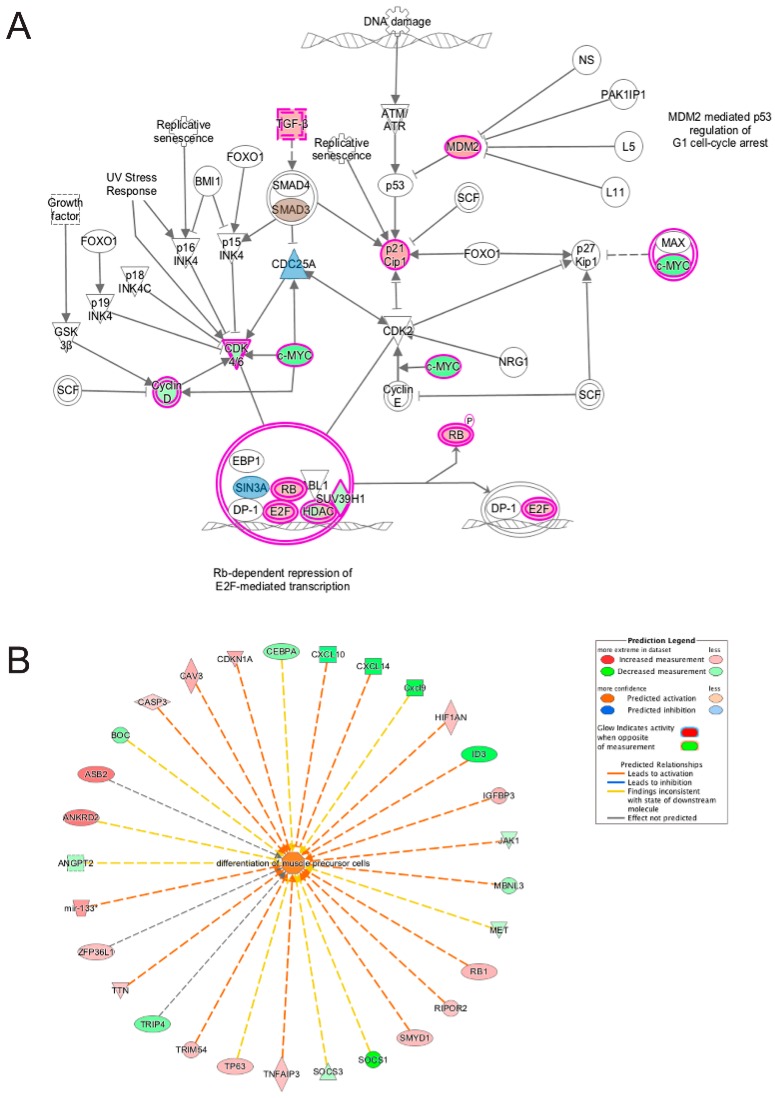
Ingenuity pathway analysis of genes differentially expressed during the transition from differentiation day 0 to day 1 common to emerin-null cells and wildtype cells. (**A**) The Cell Cycle G1/S checkpoint regulation pathway is significantly enriched in both wildtype and emerin-null cell during transition from day 0 to day 1 of differentiation. The network was generated through the use of IPA (Ingenuity Systems, www.ingenuity.com) on normalized mRNA values. Nodes represent molecules in a pathway, while the biological relationship between nodes is represented by a line (edge). Edges are supported by at least one reference in the Ingenuity Knowledge Base. The intensity of color in a node indicates the degree of up- (red) or down- (green) regulation. Brown colored nodes (up-regulation) and blue colored nodes (down-regulation) indicate additional nodes in the pathway that are uniquely altered in emerin-null cells. Nodes are displayed using shapes that represent the functional class of a gene product (Circle = Other, Nested Circle = Group or Complex, Rhombus = Peptidase, Square = Cytokine, Triangle = Kinase, Vertical ellipse = Transmembrane receptor). Edges are marked with symbols to represent the relationship between nodes (Line only = Binding only, Flat line = inhibits, Solid arrow = Acts on, Solid arrow with flat line = inhibits and acts on, Open circle = leads to, Open arrow = translocates to). (**B**) Biological Function Analysis predicts activation of differentiation of muscle precursor cells in both wildtype cells and emerin-null cells during transition from day 0 to day 1 of differentiation (*p*-value: <0.001; *Z*-score: 1.350). The figure represents genes that are associated with a particular biological function that are altered in the uploaded dataset. Genes that are up-regulated are displayed within red nodes and those down-regulated are displayed within green nodes. The intensity of the color in a node indicates the degree of up-(red) or down-(green) regulation. The shapes of the nodes reflect the functional class of each gene product: transcriptional regulator (horizontal ellipse), transmembrane receptor (vertical ellipse), enzyme (vertical rhombus), cytokine/growth factor (square), kinase (inverted triangle) and complex/group/other (circle). An orange line indicates predicted upregulation, whereas a blue line indicates predicted downregulation. A yellow line indicates expression being contradictory to the prediction. Gray line indicates that direction of change is not predicted. Solid or broken edges indicate direct or indirect relationship, respectively.

**Figure 13:**
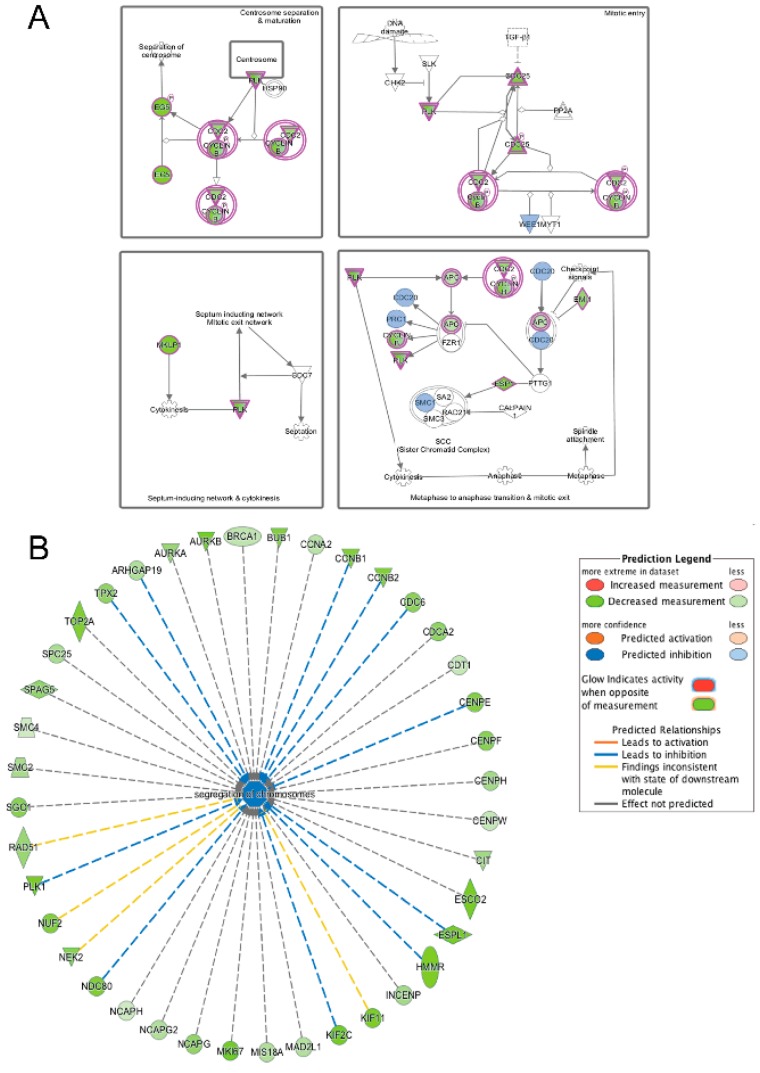
Ingenuity pathway analysis of genes differentially expressed during the transition from differentiation day 1 to day 2 common to emerin-null cells and wildtype cells. (**A**) Mitotic roles of polo-like kinase pathway is significantly enriched in both wildtype and emerin-null cells during the transition from day 1 to day 2 of differentiation. The network was generated through the use of IPA (Ingenuity Systems, www.ingenuity.com) on normalized mRNA values. Nodes represent molecules in a pathway, while the biological relationship between nodes is represented by a line (edge). Edges are supported by at least one reference in the Ingenuity Knowledge Base. The intensity of color in a node indicates the degree of up- (red) or down- (green) regulation. Brown colored nodes (up-regulation) and blue colored nodes (down-regulation) indicate additional nodes in the pathway that are uniquely altered in emerin-null cells. Nodes are displayed using shapes that represent the functional class of a gene product (Circle = Other, Nested Circle = Group or Complex, Rhombus = Peptidase, Square = Cytokine, Triangle = Kinase, Vertical ellipse = Transmembrane receptor). Edges are marked with symbols to represent the relationship between nodes (Line only = Binding only, Flat line = inhibits, Solid arrow = Acts on, Solid arrow with flat line = inhibits and acts on, Open circle = leads to, Open arrow = translocates to). (**B**) Biological Function Analysis enriched inhibition of segregation of chromosomes pathway among those genes commonly differentially expressed among wildtype cells and emerin-null cells during transition from day 1 to day 2 of differentiation (*p*-value: <0.001; *Z*-score: −2.000). The figure represents genes that are associated with a particular biological function that are altered in the uploaded dataset. Genes that are up-regulated are displayed within red nodes and those down-regulated are displayed within green nodes. The intensity of the color in a node indicates the degree of up-(red) or down-(green) regulation. The shapes of the nodes reflect the functional class of each gene product: transcriptional regulator (horizontal ellipse), transmembrane receptor (vertical ellipse), enzyme (vertical rhombus), cytokine/growth factor (square), kinase (inverted triangle) and complex/group/other (circle). An orange line indicates predicted upregulation, whereas a blue line indicates predicted downregulation. A yellow line indicates expression being contradictory to the prediction. Gray line indicates that direction of change is not predicted. Solid or broken edges indicate direct or indirect relationship, respectively.

**Table 1:** List of qRT-PCR primers used in this study.

Gene	Forward (5’-3’)	Reverse (5’-3’)
Cenph	ACATACATTCCAGGGCCTTATT	CTGCAGAGGATGCCACTTTA
Mad2l1	AAGTCCGTCTACGCTCATTTAC	CTCAGACAAGTCCAGGAAGAAC
Bub1	TGGGTTCTTTGCTGGTCTATG	CCCTACTAATATGCTGCCATTCT
Prc1	CCTCTTCTGGTGTGCAGAAATA	CAAGAAACCCTCACTGGGATAG
Ezh2	CAGCTCAAGAGGTTCAGAAGAG	GGGCGACCAAGAGTACATTATAG
Pparg	CTGGCCTCCCTGATGAATAAAG	AGGCTCCATAAAGTCACCAAAG
Mgst1	ACCGCATTCCAGAGGATAAC	CGTCAGTGCGAACAAACTTC
Cyp1a1	GTGAGCAAGGAGGCTAACTATC	GGCTACTGACACGACCAAATA
Gstp1	GAGACCTCACCCTTTACCAATC	CCCATCATTCACCATATCCATCT
Gapdh	AACATTGGCATTGTGGAAGGGCTC	TGGAAGAGTGGGAGTTGCTGTTGA
Oaz1	GAGCTGAATGCTGTGTTTGTC	AGGTCACCTGACCATCTTAAAC

**Table 2:** List of Enriched Canonical Pathways from genes unique to either wildtype cells or emerin-null cells during key differentiation transitions using Ingenuity Pathway Analysis.

Canonical Pathways Identified Unique to Wildtype Progenitors during Transition from Day 0 to Day 1 of Differentiation	Canonical Pathways Identified Unique to Emerin-Null Progenitors during Transition from Day 0 to Day 1 of Differentiation	Canonical Pathways Identified Unique to Wildtype Progenitors during Transition from Day 1 to Day 2 of Differentiation	Canonical Pathways Identified Unique to Emerin-Null Progenitors during Transition from Day 1 to Day 2 of Differentiation
OX40 Signaling Pathway	Growth Hormone Signaling	Cell cycle control of chromosomal replication	Netrin signaling
(*p*-value: <0.001)	(*p*-value: <0.001)	(*p*-value: <0.05)	(*p*-value: <0.001)
Cdc42 Signaling	STAT3 pathway	Cell cycle: G2/M DNA Damage Checkpoint Regulation	Calcium Signaling
(*p*-value: <0.001)	(*p*-value: <0.01)	(*p*-value: <0.05)	(*p*-value: <0.001)
Epoxysqualene Biosynthesis	TGF β Signaling	Actin Cytoskeleton Signaling	Actin cytoskeleton signaling
(*p*-value: <0.001)	(*p*-value: <0.01)	(*p*-value: <0.05)	(*p*-value: <0.001)
Glycine Biosynthesis I	EGF Signaling	Mitotic Roles of Polo-Like Kinase	Mitotic Roles of Polo-Like Kinase
(*p*-value: <0.05)	(*p*-value: <0.01)	(*p*-value: <0.05)	(*p*-value: <0.001)
Human Embryonic Stem Cell Pluripotency	HIPPO Pathway	ILK signaling	Axonal guidance signaling
(*p*-value: <0.05)	(*p*-value: <0.05)	(*p*-value: <0.05)	(*p*-value: <0.01)
Transcriptional Regulatory in Embryonic Stem cells	Glutamate Signaling	TGF β Signaling	Integrin signaling
(*p*-value: <0.05)	(*p*-value: <0.05)	(*p*-value: <0.05)	(*p*-value: <0.05)
	IGF-1 Signaling		
	(*p*-value: <0.05)		
	VEGF Signaling		
	(*p*-value: <0.05)		

**Table 3:** List of Enriched Canonical Pathways from genes commonly shared among wildtype cells and emerin-null cells during key differentiation transitions using Ingenuity Pathway Analysis.

Canonical Pathway Identified for Genes Common between Wildtype and Emerin-Null Cells during Transition from Day 0 to Day 1 of Differentiation	Canonical Pathway Identified for Genes Common between Wildtype and Emerin-Null Cells during Transition from Day 1 to Day 2 of Differentiation
cell cycle control of chromosomal replication	cell cycle control of chromosomal replication
(*p*-value: <0.001)	(*p*-value: <0.001)
ILK signaling	ATM signaling
(*p*-value: <0.001)	(*p*-value: <0.001)
Integrin signaling	Mitotic roles of polo-like kinase
(*p*-value: <0.01)	(*p*-value: <0.001)
Cell Cycle G1/S checkpoint regulation	Cell Cycle G2/M DNA damage checkpoint regulation
(*p*-value: <0.01)	(*p*-value: <0.001)
P38 MAPK signaling	Estrogen mediated S phase entry
(*p*-value: <0.01)	(*p*-value: <0.001)
Cdc42 Signaling	Role of CHK Proteins in Cell Cycle checkpoint control
(*p*-value: <0.01)	(*p*-value: <0.001)
Mitotic roles of polo-like kinase	Cyclins and cell cycle Regulation
(*p*-value: <0.01)	(*p*-value: <0.001)
p53 signaling	p53 signaling
(*p*-value: <0.05)	(*p*-value: <0.001)
PAK signaling	Aryl Hydrocarbon Receptor Signaling
(*p*-value: <0.05)	(*p*-value: <0.001)

How the deposited data were processed for this re-analysis (not part of the article)

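Messenger RNA was measured in wildtype and emerin-null H2K mouse myogenic progenitors while proliferating and at days 0, 1, 2, 3 and 4 of differentiation, 12 samples in all. The conditions of each sample came from its label and from the paper's methods. The labels and the methods give different temperatures for the proliferating cells (37 and 33 °C), and temperature entered no computation.

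According to the paper, reads from an Illumina HiScan-SQ were checked with FastQC, mapped to mm10 with TopHat and compared with Cuffdiff. The versions and the exact commands are not given in the sources used here. The authors' deposited files are 6 Cuffdiff tables of emerin-null against wildtype progenitors, 1 per stage. They give 2 FPKM values, a log2 fold, a test statistic, a p, a q and a call for each entry, and a second sheet with the called entries alone. An entry is 1 assembled gene under 1 gene symbol of its locus, and entries are what is counted as transcripts. The p-value and the q-value, used as deposited, were made by the authors with Cuffdiff from its test statistic, the q-value by Benjamini-Hochberg adjustment within each stage. The unit is not named in the paper's text and was read as FPKM from the layout of a Cuffdiff table, which no value here tests. The columns were checked against one another: the log2 fold equals the ratio of the values in the second and first column, the p equals the 2-sided normal p of the test statistic, and the authors' call equals a q below 0.05 with a change of more than 1.5-fold at all 6 stages. The second sheet held the same transcripts and was not used further. The tables give no read counts and no values of single plates, so no count model was fitted, the depth per sample is unknown, and precision was taken only from the authors' test statistic. The authors' comparisons between consecutive stages were not analysed here.

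In each table all assembled genes at a locus carry all gene symbols of that locus. The same test is thus repeated under each symbol. The 656 called entries in proliferating cells came from 488 assembled genes, and the 891 at day 0 from 692. A gene was therefore taken alone only where its locus names no other gene (read-through, predicted and microRNA names not counted), and among its transcripts the tested one with the smallest SE stood for it. Transcripts were assembled separately at each stage, so a change between stages can compare different parts of a gene. Gene names turned into dates by a spreadsheet (between 19 and 21 per table) were left out. FPKM values over 10000 were kept and left out in an alternative. Coordinates are those of the mouse GENCODE annotation M21 (GRCm38), checked for overlap with the locus of the table.

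The log2 fold at a stage was emerin-null over wildtype progenitors, and its SE the absolute log2 fold divided by the test statistic. Transcripts with an FPKM of 0 in a genotype count as changed where the authors' q is below 0.05, with no fold given. Overlaps between stages were set against the overlap of independent lists, with no test. The change of a genotype between consecutive stages was the log2 ratio of FPKM plus 0.1, for genes with an FPKM of at least 1 at either stage. It was counted at 2-fold and carries no test. The difference between both genotypes' changes equals the difference of the log2 folds of both stages. Its z came from the SEs of both stages, its p from a 2-sided normal test, adjusted by Benjamini-Hochberg over genes tested at both stages with an FPKM of at least 1 in any of the 4 values. It passed at an adjusted p below 0.05 and a difference of more than 1.5-fold.

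The 39 gene lists covered S phase, G2 and mitosis, checkpoint and arrest, myogenic regulators, sarcomere, excitation and calcium, myoblast fusion, muscle metabolism, interferon response, JAK-STAT, TGF-β, Wnt, Notch, IGF, VEGF with PDGF and FGF, MAP kinase, YAP and TAZ targets, glutathione and redox, integrins and adhesion, extracellular matrix, actin cytoskeleton regulators, axon guidance, G protein and cAMP, cholesterol synthesis, nuclear envelope, p53 and stress, chromatin repression, imprinted genes, Hox and other patterning genes, sex chromosome genes, long-lived RNA classes, housekeeping genes, and markers of fibroblasts, smooth muscle and pericytes, adipocytes, macrophages, endothelium, neural and glial cells, and cartilage, bone and tendon. The list named for YAP and TAZ targets also holds members of the Hippo pathway itself. For each list the members called higher and lower were counted over all genes and with the p adjusted over the list alone. The median log2 ratio of FPKM plus 0.1 over members with an FPKM of at least 1 was compared with 10000 random lists of the same size drawn from 10 bins of expression, and a list needed at least 5 such members. Over a transition, the difference given for a list is the median of its members' differences, not the difference of both genotypes' medians. A position outside the central 95% (from 2.5 to 97.5%) describes these values and is no p over replicates.

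Genes named in the text follow a fixed rule: genes the paper names in its text or prints in its network figures, the 10 largest folds each way per stage and the 10 largest differences each way per transition at an FPKM of at least 5, up to 4 called members per list and stage, and the 10 largest of those called in a single direction at all 6 stages. Any other gene is said to be chosen after its values were seen. A few genes that the rule names are not reported here and were left out of the alternatives for named genes. Each choice was changed in turn: the fold and q thresholds, the FPKM filter, the family of the adjustment, transcripts at 0, the fold scale, the counting unit, the source of the SE, the pseudocount, the scaling between tables and the matching of the random lists. Alternatives added after seeing the data were counting assembled genes or genes alone at their locus, leaving out values over 10000, scaling SEs to those of day 0, taking the transcript of highest mean FPKM and including joined loci. The transition test was tried on data simulated with the SEs of these tables. The list test was tried on values simulated with a common spread, independent between genes, and on lists of a single size. There 4 of 100 unshifted lists fell outside the central 95%. Real lists differ in size and hold genes that vary together, so this share need not hold for them. Imaging, EdU and qPCR measurements and the pathway tools of the paper were not analysed here. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.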

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

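The tests on day 1, on the genes that follow ribosomal RNA and with the transcript of highest mean FPKM were chosen after the results were seen, and those on the genes different at all 6 stages before.

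The number of genes called different between the genotypes was smallest at day 1. Among the explanations, fewer large differences would leave fewer genes past 1.5-fold. With an FPKM of at least 5, 421 genes lay past it at day 1 and 459 at day 0. Larger SEs at day 1 also carry genes past 1.5-fold by noise, so these counts cannot decide whether true differences were fewer. A lower read depth would raise the SE of weakly expressed genes above that of strongly expressed ones, yet the median SE at day 1 was 1.73 times that of day 0 at an FPKM of at least 100 and 1.66 times at 10. Larger SEs of the authors' comparison at day 1 are a candidate explanation that the scaling cannot decide. With SEs scaled to those of day 0, 1217 transcripts passed at day 1, against 891 at day 0. Smaller SEs raise a count by construction. The same scaling gave 1131 in proliferating cells and 1322, 1150 and 1875 at days 2 to 4. Whether the larger SEs stem from plates that varied more at day 1, by handling or by biology, stays open because the values of single plates were not used here.

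In data the paper does not discuss gene by gene, 47 genes were different in a single direction at all 6 stages. Linked segments of another strain that held many of the 47 would place these near one another. Yet 8 lay within 5 Mb of another of the set, against a median of 9 in random sets. The test cannot exclude segments that hold few of the 47 or that show in other genes. Genes outside the set were not part of it, such as H2-Q2 at day 1 (36207 FPKM in wildtype and 0 in emerin-null progenitors) and Mnda in proliferating cells (0 and 7.22). A flanking segment around the targeted Emd gene would place the 47 near it on the X chromosome. Yet 1, Aff2, lay within 20 Mb, and 2644 of 10000 random sets held as many. Loss of emerin cannot be told apart from any other lasting difference between the lines, since all 47 rest on 1 line per genotype. Unlinked variants, a different position of origin in the body, which the patterning genes Lbx1, Six2 and Tbx1 in the set might reflect, and drift in culture were not tested.

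Gphn, Cdk8, Il31ra, Lars2, Zc3h7a and Camk1d shifted between the genotypes at the same stages, with exceptions, and had a group median log2 fold of 0.11 in proliferating cells, -1.56 at day 0, -1.73 at day 1, -2.60 at day 2, 0.25 at day 3 and -0.71 at day 4. Cdk8 did not follow at day 1 (-0.07) nor Camk1d at day 2 (0.15), and 4 of the 6 were called at each of these days. With the transcript of highest mean FPKM, the 6 genes lay between -1.92 and -1.70 at day 1 and between -2.84 and -2.49 at day 2. Ribosomal RNA reads assigned to these genes may be the source, since the ribosomal precursor Rn45s stayed within 0.393 of the group median at the 5 stages where it is listed. A shared regulation of the 6 genes was not tested. Their differences between transitions are therefore not read as biology here.

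A test of the difference between the genotypes' changes flagged 20 genes on plating, 6 from day 0 to day 1, 2 from day 1 to day 2, 9 from day 2 to day 3 and 2 from day 3 to day 4. On plating the differences in log2 change were -5.30 for Emd, -3.32 for Myl1, -1.97 for Col1a1, -1.87 for Cdk8, -1.72 for Adamts5, -1.68 for Gphn, -1.65 for Capn6, -1.63 for Il31ra, -1.55 for Lars2, 2.81 for Slc14a1, 2.56 for Nefl, 1.65 for Il1rn and 1.38 for Grem1. From day 0 to day 1 they were 6.32 for Emd, -3.86 for Camk2b, 2.47 for Capn6, 2.44 for Ptprf, 2.05 for Ptn and 1.77 for Thbs2, and from day 1 to day 2 3.20 for Pttg1 and 3.16 for Mki67. For Emd they depend on the entry, since others were at 50.9 in wildtype and 0 in emerin-null progenitors at day 1 and at 29.6 and 0.0421 at day 3. From day 2 to day 3 they were -5.03 for Emd, 5.19 for Rpph1, 3.30 for Mb21d2, 3.13 for Il1rapl1, 3.08 for Myl1, 3.08 for Tmtc2, 3.04 for Gphn, 2.82 for Il31ra and 2.68 for Zc3h7a. From day 3 to day 4 they were -3.52 for Mb21d2 and 9.19 for Ifi202b. With the transcript of highest mean FPKM, Myl1, Gphn, Capn6 and Grem1 no longer passed on plating, nor Mki67 from day 1 to day 2, nor Mb21d2, Myl1 and Gphn from day 2 to day 3.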

How the results depend on the processing

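Alternatives named as added were chosen after the data were seen. The side of the majority of the calls held in 64 of 72 comparisons. In proliferating cells (52.1% higher) it turned to 49.9% with an FPKM of at least 1, filtered or as the family of the adjustment, and to 49.2% with the fold from FPKM plus 1. At day 1 (46.6%) it turned to 53.5% at a q below 0.01 and, added later, to 52.0% with assembled genes, 52.4% with genes alone at their locus and 52.8% with scaled SEs, and was even with the fold from FPKM plus 1; the cause was not tested. Counts at a stage stayed within 1.5 times in 58 of 72. A q below 0.01 left 127, 211, 391 and 489 transcripts at days 1 to 4, a stricter threshold by construction. Added later, genes alone at their locus numbered 392 in proliferating cells and 543, 143, 229 and 375 at days 0 to 3, since fewer are counted, and SEs scaled to those of day 0 gave 1131 in proliferating cells and 1217, 1322, 1150 and 1875 at days 1 to 4. Counts at several stages held in 8 of 8 comparisons and counts of lists in 55 of 55. Of comparisons of single lists 1668 of 1794 kept their direction and side of the central 95%, 64 became weaker and 60 stronger. With joined loci included (added), the Hox list reversed to -0.17 in proliferating cells and -0.15 from day 0 to day 1; the cause was not tested. Of comparisons of named genes at a stage 2409 of 2588 held and 175 became weaker. With the transcript of highest mean FPKM (added), Tiam1 at day 0 reversed to -0.65 and Kif11 at day 2 to -1.43, the latter with an SE of 3.54. Myl1 at day 3 reversed to -2.89 and Cd44 at day 4 to -0.82. In each case another transcript of the gene stands for it. Of named transition differences 179 of 191 held and 12 became weaker. Their counts held in 26 of 30: with the SE from the p they were 14 from day 0 to day 1 and 4 from day 3 to day 4, since a p printed as 0 yields a very small SE, with the transcript of highest mean FPKM 1 from day 1 to day 2, and with joined loci 14 from day 2 to day 3; the cause was not tested for the last 2. Genes moved within a genotype stayed within 1.5 times in 60 of 80. At 1.5-fold, a looser threshold by construction, they numbered 1353 in wildtype and 1497 in emerin-null progenitors on plating, then 3124 and 3305, 3002 and 2716, 1857 and 1636, and 1358 and 1447. With joined loci, which add genes by construction, they numbered 1635 and 1702, 2936 and 3201, 2847 and 2576, 1895 and 1801, and 1616 and 1674. Each genotype has 1 value per stage, so no replicates could be paired within a stage. A comparison paired by stage over all 6 was possible but was not made. For want of replicates none was left out, and no other split of the samples was made. Depth is unknown without counts, so the precision of weakly expressed genes was not assessed beyond the authors' statistic.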

Differences from the paper's values

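The tests below on the transcript of highest mean FPKM were chosen after the values were seen. A value is said to differ where the larger is more than 1.5 times the smaller or the directions are opposite. Folds of a single genotype between stages were set beside the paper's from separately normalized tables, and the authors' own tables of transitions were not used here. The alternatives set before the data were examined were a pseudocount of 1, no pseudocount, median-ratio scaling and upper-quartile scaling.

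For emerin-null progenitors from day 0 to day 1, Cenph was 2.07-fold lower, against the paper's 5.10-fold, and differed under all 4 alternatives (from 1.99 to 2.08). Mad2l1 was 0.612-fold as a decrease, that is higher at day 1 (17.9 and 29.4 FPKM), against the paper's decrease of 1.91-fold, and differed under all 4 (from 0.589 to 0.624). A second Mad2l1 transcript at day 1, looked up after the values were seen, was at 7.99 FPKM and thus below day 0, so the direction depends on the transcript compared. Pparg was 4.41-fold lower, from 0.985 to 0.146 FPKM, against the paper's 10.0-fold. It did not differ with no pseudocount (6.74), and differed with a pseudocount of 1 (1.73), median-ratio scaling (4.18) and upper-quartile scaling (4.21).

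For emerin-null progenitors from day 1 to day 2, Ccnb2 was 6.63-fold lower, against the paper's 3.2-fold for cyclin B, and differed under all 4 alternatives, while Ccnb1 at 3.48-fold did not differ. Cdc25b was 1.59-fold lower, against the paper's 3-fold for Cdc25, and differed under all 4. Cdc25c was 7.24-fold lower, against the same 3-fold of the paper. It did not differ with a pseudocount of 1 (4.12), and differed under the other 3. Wee1 was 1.90-fold lower, against the paper's 3-fold, and differed under all 4 (from 1.53 to 1.97). Cdc20, at a joined locus, was 1.45-fold lower, against the paper's 4.9-fold, and differed under all 4. With the transcript of highest mean FPKM, chosen after the values were seen, it was 0.524-fold as a decrease (30.0 and 57.3 FPKM).

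The paper states that emerin-null progenitors had more changed transcripts than wildtype progenitors at every transition, while its own counts are lower in emerin-null progenitors for the 3 transitions after day 1. Counted at 2-fold with no test, a threshold other than the paper's, the genes moved were 692 against 634 on plating, 1861 against 1684 from day 0 to day 1, 1408 against 1591 from day 1 to day 2, 764 against 852 from day 2 to day 3, and 696 against 645 from day 3 to day 4. The paper describes the transcripts different at day 1 as mostly increased, and 46.6% of them were higher in emerin-null progenitors at the paper's thresholds. This depended on the counting: 53.5% were higher at a q below 0.01 and, in alternatives chosen after the values were seen, 52.0% of assembled genes, 52.4% of genes alone at their locus and 52.8% with SEs scaled to those of day 0. The paper lists Chek2, Pttg1 and Cdc7 as changed in wildtype cells alone. Pttg1 was 8.58-fold lower in wildtype and 1.05-fold higher in emerin-null progenitors, as the paper has it, whereas Chek2 was 3.93-fold and 3.22-fold lower and Cdc7 2.98-fold and 3.11-fold lower.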

Other observations

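Apart from 1 alternative for the body position genes and the choice of 3 Y-linked genes, no test in this part was chosen after the result was seen, and the values stand without an explanation. Stress genes lay on different sides early and late in differentiation. The p53 and stress response list had a median log2 fold of -0.13 at day 0 (-0.13 to 0.07 for random lists) and -0.19 at day 1 (-0.15 to 0.04). Of 22 measured genes of the p53 and stress response, 5 were higher and 0 lower in emerin-null progenitors at day 4 (8 and 1 when adjusted over the list alone), with a median log2 fold of 0.50 (-0.09 to 0.21 for random lists). Gdf15, a stress-induced cytokine, had an FPKM of 1.31 in wildtype and 9.39 in emerin-null progenitors, Trib3, a pseudokinase of the endoplasmic reticulum stress response, of 2.37 and 10.8, and Ddit4, an inhibitor of mTOR signaling, of 10.3 and 24.3. Genes of the nuclear envelope, partners of emerin among them, had a median of 0.12 at day 1 (-0.17 to 0.06), with 1 higher and 1 lower of 18 (the same numbers when adjusted over the list alone), and lay within random lists at the other stages: of 21 measured at day 4, Lmnb1, the lamin B1 gene, was higher (log2 fold 1.65) and Emd lower, and the median was 0.02 (-0.11 to 0.21).

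Genes of body position went both ways. Of 13 measured in proliferating cells, 2 were higher, Lbx1 and Tbx1, and 2 lower, Hoxb6 with a log2 fold of -3.28 and Hoxb4 with -2.94 (2 and 3 when adjusted over the list alone). Their median was 0.24 (-0.19 to 0.16), and -0.17 with joined loci included, an alternative chosen after the data were seen. G protein and cAMP genes also went both ways early, with 4 higher and 8 lower of 34 at day 0 (4 and 9 when adjusted over the list alone), among them Rgs5 at 4.54 and Rgs4 at 3.38, which restrain G protein signals. The median of that list lay below random lists in proliferating cells (-0.21, with -0.13 to 0.11), at day 0 (-0.19, with -0.14 to 0.08) and at day 1 (-0.19, with -0.15 to 0.10). Cholesterol synthesis genes had a median of 0.23 in proliferating cells (-0.13 to 0.10) and of -0.21 at day 1 (-0.16 to 0.03), and none was called at either.

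Of the Y-linked genes, Eif2s3y, a translation factor subunit, was higher at all 6 stages (3.83 in wildtype and 54.9 in emerin-null progenitors while proliferating). Ddx3y, Kdm5d and Uty, chosen after their values were seen, were called at no stage, with log2 folds in proliferating cells of 0.38, 0.06 and 0.16. The sex chromosome list had 4 of 10 genes expressed, too few for a median.

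Among markers of other cell types, fibroblast markers had none called of 9 over all genes, with a median of -0.03 in proliferating cells (-0.32 to 0.30) and -0.22 at day 0 (-0.34 to 0.23). When adjusted over the list alone, 2 were lower in proliferating cells and 1 at day 0. Cartilage, bone and tendon markers had none called of 9, with a median of -0.45 in proliferating cells (-0.30 to 0.27). The adipocyte list, with between 2 and 4 of 15 genes expressed, the macrophage list, with between 1 and 3 of 16, and the endothelial list, with 1 of 14, were too small for a median at every stage, as were the fibroblast, neural and cartilage lists after day 0. Prdm16, a brown fat factor of the adipocyte list, was lower in proliferating cells (-3.70). The long-lived RNA classes had a median of -0.79 at day 0 (-0.27 to 0.19) with 0 higher and 2 lower of 6 (the same numbers when adjusted over the list alone), -0.60 at day 1 (-0.28 to 0.17) and -0.83 at day 4 (-0.25 to 0.50), where 3 were lower when adjusted over the list alone. It was within random lists in proliferating cells (0.02) and at day 3 (-0.19), and at day 2 the list was too small.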
